# Oncogenic signaling in the *Drosophila* prostate-like accessory gland activates a pro-tumorigenic program in the absence of proliferation

**DOI:** 10.1242/dmm.052001

**Published:** 2025-04-30

**Authors:** S. Jaimian Church, Ajai J. Pulianmackal, Joseph A. Dixon, Luke V. Loftus, Sarah R. Amend, Kenneth Pienta, Frank C. Cackowski, Laura A. Buttitta

**Keywords:** Polyploidy, Prostate, Tumorigenesis, *Drosophila* accessory gland, Oncogenic signaling, Postmitotic, Endoreduplication

## Abstract

*Drosophila* models for tumorigenesis have revealed conserved mechanisms of signaling involved in mammalian cancer. Many of these models use highly mitotically active *Drosophila* tissues. Few *Drosophila* tumorigenesis models use adult tissues, when most cells are terminally differentiated and postmitotic. The *Drosophila* accessory glands are prostate-like tissues, and a model for prostate tumorigenesis using this tissue has been explored. In this prior model, oncogenic signaling was induced during the proliferative stages of accessory gland development, raising the question of how oncogenic activity impacts the terminally differentiated, postmitotic adult tissue. Here, we show that oncogenic signaling in the adult *Drosophila* accessory gland leads to activation of a conserved pro-tumorigenic program, similar to that of mitotic tissues, but in the absence of proliferation. In our experiments, oncogenic signaling in the adult gland led to tissue hypertrophy with nuclear anaplasia, in part through endoreduplication. Oncogene-induced gene expression changes in the adult *Drosophila* prostate-like model overlapped with those in polyploid prostate cancer cells after chemotherapy, which potentially mediate tumor recurrence. Thus, the adult accessory glands provide a useful model for aspects of prostate cancer progression that lack cellular proliferation.

## INTRODUCTION

*Drosophila melanogaster* is a convenient and inexpensive animal to model tumorigenesis and cancer (Gong et al., 2021; Ugur et al., 2016). The flies’ short lifespan, low cost of maintenance and conservation of many tumorigenic signaling pathways have led to a robust field of study using *Drosophila* models to investigate the cellular biology and genetics of tumorigenesis across tissues and developmental stages (Dow and Romero, 2010; Moraes and Montagne, 2021; Verheyen, 2022). This is facilitated by tools that allow spatiotemporal control over genetic manipulations, including inducible overexpression, gene knockdown through RNA interference (RNAi), and mosaic loss-of-function or gain-of-function tools (Bangi et al., 2016; Harnish et al., 2021; Sonoshita and Cagan, 2017; Zirin et al., 2020).

Prostate cancer is the second most diagnosed cancer for men worldwide and the third-leading cause of cancer-related death for men over 65 (Culp et al., 2020). Half of men between 70 and 80 years of age show histological evidence of malignancy in the prostate (Carter et al., 1990). The *Drosophila* accessory glands (AGs) serve reproductive functions analogous to those of the mammalian prostate, raising the possibility that these tissues in aged adult animals could be useful models for prostate cancer (Corrigan et al., 2014; Ito et al., 2014; Leiblich et al., 2019; Rambur et al., 2020, 2021; Wilson et al., 2017). The fly reproductive system contains two AGs that release seminal fluid components into the ejaculatory duct, where the seminal vesicles and testes also deposit sperm and additional seminal fluid components (Adams and Wolfner, 2007; Bloch Qazi and Wolfner, 2003; Cridland et al., 2022; Heifetz et al., 2005; Lung et al., 2001; Ravi Ram and Wolfner, 2005; Schnakenberg et al., 2012; Wilson et al., 2017). Fly AGs have a similar, although simpler, epithelial organization to that of the mammalian prostate. The AGs are composed of a polarized secretory epithelial monolayer that forms an apical lumen, surrounded on the basal side by extracellular matrix and a contractile muscle sheath (De Marzo et al., 2010; Rambur et al., 2021; Wilson et al., 2017). The secretory epithelial cells consist of two cell types termed main cells and secondary cells. Main cells comprise the bulk of the secretory epithelium, making up ∼1000 cells per gland lobe, and ∼40-50 large highly secretory secondary cells are located at the distal tip of each gland (Bairati, 1968; Bertram et al., 1992; Sitnik et al., 2016; Susic-Jung et al., 2012; Takashima et al., 2023). The main and secondary cells in the mature adult AG are believed to be largely quiescent. Both of these cell types are known to be polyploid and bi-nucleate owing to variant, truncated cell cycles lacking mitosis that occur during pupal development (Bairati, 1968; Taniguchi et al., 2014, 2018). Recent studies have revealed that there are additional adult-specific endoreplication cell cycles lacking mitoses very early post eclosion and in secondary cells after mating (Box et al., 2024; Leiblich et al., 2019; Sekar et al., 2023). However, unlike the mammalian prostate, this tissue is thought to be completely postmitotic in adults, with no known proliferating or stem cell population.

Prior studies in the *Drosophila* AG have established that these tissues can be used to model important aspects of tumorigenesis (Rambur et al., 2021). Cell growth and migration in the gland are impacted by genes that also play roles in human prostate cancer progression (Ito et al., 2014; Leiblich et al., 2019; Sekar et al., 2023). In addition, activation of Ras/MAPK and Insulin/PI3K signaling, known pathways involved in prostate cancer, could lead to features of neoplastic basal tissue extrusions resembling early stages of metastases in this tissue (Rambur et al., 2020). However, in Rambur et al. (2020), the genetic manipulations leading to pathway activation were performed during the pupal stages of development, specifically prior to the final mitoses and terminal differentiation in the developing AG. Thus, it remained unclear which effects could be due to delays in cell cycle exit or defects in terminal differentiation prior to adulthood. This led us to wonder how the adult tissue would respond to oncogenic-like cell cycle activation after terminal differentiation and cell cycle exit.

Here, we investigated the effects of inducing cell cycle reactivation in the postmitotic adult AG epithelium. Our goal was to investigate the level of cell cycle plasticity and capacity for cell cycle re-entry in AG cells after they had entered quiescence and fully terminally differentiated. We found that adult AG cells can re-enter a non-mitotic endoreduplication cell cycle, which leads to increased cellular hypertrophy and ploidy in the absence of mitosis. Oncogenic signaling or cell cycle re-entry across many cells in the gland led to tissue morphological disruptions and aneuploidy, accompanied by activation of growth and stress signaling pathways, all in the absence of mitoses. Interestingly, transcriptomic analyses revealed a gene expression program that overlaps with other models of tumorigenesis in *Drosophila* in mitotically proliferating tissues, such as the larval imaginal tissues. This indicates that significant aspects of the aberrant signaling observed in these tumor models can occur in the absence of mitoses. We extended our analysis to investigate conserved pathways in non-dividing polyploid cells from mammalian prostate cancer models post chemotherapy. Here, we observed that endocycling prostate cancer cells with increased genomic content (polyaneuploid) exhibit changes in expression of orthologous genes to those we observed in our *Drosophila* model of oncogenic activity in the prostate-like tissue. This suggests that *Drosophila* models of non-proliferating polyploid cells in the adult prostate-like tissue might contribute substantially to understanding prostate cancer cell states even in the absence of cellular proliferation.

## RESULTS

### Oncogenic signaling in the *Drosophila* AG induces epithelial disruption and can induce endocycle re-entry

The *Drosophila* AG is composed of a single-layered, polarized secretory epithelium. The apical cell surface faces the gland lumen, whereas the basal surface is in contact with a collagen-containing basement membrane surrounded by a layer of muscle (Fig. 1A) (Susic-Jung et al., 2012; Rambur et al., 2020). The secretory epithelial cells of the AG are divided into two cell types: main and secondary cells (Fig. 1A). There are ∼40 large secondary cells per AG, located at the distal tip (Fig. 1A). Main cells comprise the remaining ∼1000 secretory cells within each AG. Both cell types in the AG produce various proteins and other molecules that aid in fertility (Bertram et al., 1992; Leiblich et al., 2012; Sharma et al., 2017).

**Fig. 1.**
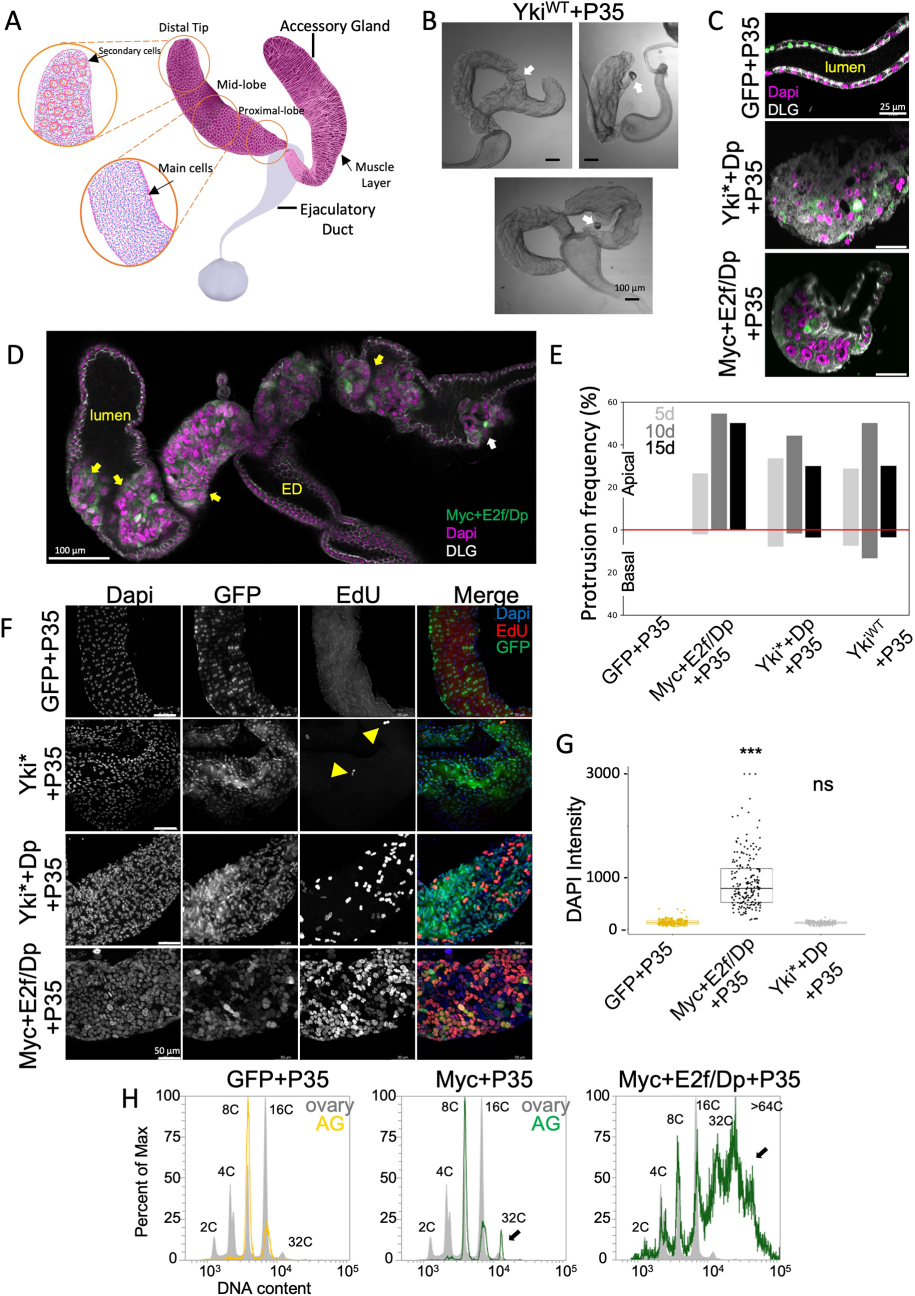
**Oncogenic activation leads to endocycling and tissue hypertrophy in the adult *Drosophila* accessory gland.** (A) Diagram showing the major features of the *Drosophila* accessory gland. (B) Differential interference contrast images of accessory glands with ejaculatory ducts exhibiting basal protrusions (white arrows) when Yki^WT^+P35 is expressed in adults. (C) Optical cross-sections of glands expressing the indicated transgenes for 10 days. DLG, Discs large septate junction protein. The apical lumen is indicated in the control expressing GFP+P35. (D) Optical coronal section through glands and ejaculatory duct (ED) expressing Myc+E2f/Dp+P35 exhibiting apical hypertrophy invading the lumen (yellow arrows) and a basal protrusion (white arrow). (E) Split bar plot showing the frequency of accessory glands with apical or basal protrusions at various time points. d, day. Sample size: GFP+P35 controls, *N*=254; Myc+E2f/Dp+P35, *N*=276; Yki*+Dp+P35, *N*=161; and Yki^WT^+P35, *N*=222. (F) EdU labeling of flies from 6 to 10 days with transgene induction 24-48 h post eclosion. Yellow arrowheads indicate EdU^+^ nuclei. Sample sizes: GFP+P35, *N*=14; Myc+E2f/Dp +P35, *N*=12; Yki*+P35, *n*=4; Yki*+Dp+P35, *N*=13. (G) DAPI integrated density measurements (DAPI intensity) after 10 days of transgene expression. Sample size: 200 nuclei from four glands. (H) Flow cytometry measurements of ploidy from isolated nuclei at 10 days. Gray plots show ploidy measurements from >20,000 ovary nuclei indicating ploidies from 2C to 32C. Black arrows indicate ploidies not present in control glands. At least 5000 nuclei are represented in each histogram. Wilcoxon rank-sum test between control and experimental; for Myc+E2f, *P*<2.2×10^−16^. ns, not significant; ***P≤0.0001.

Although widespread genetic changes such as translocations and copy number variations are observed in the prostate, primary tumorigenesis is thought to arise clonally (Wang et al., 2018). As the adult *Drosophila* AG epithelium is polyploid, bi-nucleate, postmitotic and largely quiescent, we utilized a widely used heat-shock-induced ‘flipout’ system to induce transgene overexpression via the Gal4/UAS system in the AG. This approach uses a flippase-induced removal of a stop cassette between an actin promoter and Gal4 coding sequence, allowing UAS-driven gene expression to be activated postmitotically by a heat shock performed in a temporally controlled manner (Pignoni and Zipursky, 1997). The system is also sporadic and titratable, such that the number of cells expressing Gal4 increases with the length of the heat shock. We tested several heat-shock parameters with a goal to induce consistent postmitotic expression in the adult AG epithelia starting 24-48 h post eclosion (Fig. S1). We found the number of AG cells expressing Gal4 using this approach to be variable from animal to animal and highly dependent upon the specific genetic background, with levels varying depending upon which UAS transgenes were expressed, even though all transgenes were crossed into the same hs-flippase (*hsflp*) background. To maximize consistency, all the work shown here used 20 min heat-shock condition, 24-48 h post eclosion. We noted that binucleate main cells are often labeled with Gal4 in neighboring pairs of cells even though the induction event occurs post mitotically (Fig. S1). This is because adult main cells retain ring canals to one neighbor, resulting in pairs of cells that share cytoplasm (Box et al., 2024). One limitation of this approach is the use of an actin promoter to drive Gal4 expression, which leads to the UAS-dependent expression of transgenes in other tissues throughout the adult.

By 4-6 h post eclosion, the polyploid and bi-nucleate AGs epithelial cells exit the cell cycle with two octoploid nuclei (2×8C=16C total cellular DNA content). Under normal conditions, we observe a low level of main cells (<1% per day) continuing to endocycle, generating a small population of cells with two 16C nuclei (32C total cellular DNA content), with most adult AGs epithelial cells in a long-term quiescent state by a few hours post eclosion (Box et al., 2024). Additional endocycles can be driven in main cells by expression of positive cell cycle regulators such as Cyclin D/Cdk4 or Cyclin E (Box et al., 2024; Molano-Fernandez et al., 2022), but, in these instances, the Gal4 driver expresses prior to eclosion. To test whether expression of positive cell cycle regulators could induce cell cycle re-entry in the mature, quiescent adult AG, we overexpressed the *Drosophila* activator E2F complex, composed of E2f1 and Dp (hereafter referred to as E2f/Dp), a known driver of the endocycle (Zielke et al., 2011), or *Drosophila* Myc, a pro-growth regulator that promotes cell cycle entry and endocycling (Pierce et al., 2004). To prevent the elimination of aberrantly cycling cells, we also co-expressed the *Drosophila* apoptosis inhibitor, baculoviral P35 (Hay et al., 1994). We observed minimal effects on overall AG size or morphology with E2f/Dp or Myc expression, although we did observe S-phases via 5-ethynyl-2'-deoxyuridine (EdU) incorporation in a fraction of main cells (up to 5% of cells), demonstrating that quiescent main cells can be readily induced to re-enter the cell cycle in adults through ectopic Myc or E2f/Dp activity (Fig. S2A).

To activate oncogenic signaling associated with cell cycle re-entry and overgrowth, we increased the expression of wild-type Yorkie (Yki^WT^), the fly ortholog of YAP1/TAZ, the key transcriptional regulator downstream of the Hippo pathway responsible for controlling organ size (Dong et al., 2007). When Yki^WT^ was overexpressed in the adult AG, we occasionally observed abnormal masses basally protruding from the gland (Fig. 1B). Additionally, cyst-like protrusions were occasionally observed, most often at the distal tips of basal protrusions (Fig. 1B, right and bottom panels). To see whether this phenotype could be recapitulated in other oncogenic signaling contexts, we combined Myc and E2f/Dp expression simultaneously or attempted to combine overexpression of E2f/Dp with a constitutively active form of Yki, referred to as Yki* in our study (Oh and Irvine, 2009). However, the Yki*+E2f/Dp line lost efficient UAS-E2f induction, and hereafter is referred to as Yki*+Dp. When Myc+E2f/Dp or Yki*+Dp were expressed in the adult AG, we rarely observed tissue basally protruding from the gland, but very frequently observed apically protruding or invading cell masses filling or occluding the gland lumen (Fig. 1C,D; Fig. S2D). We quantified the frequency of gland alterations under Myc+E2f/Dp-, Yki*+Dp- and Yki^WT^-expressing conditions for 5-15 days (Fig. 1E). Regardless of genotype, most epithelial disruptions invaded the lumen apically, with 50% or more of animals across genotypes exhibiting apical protrusions or invasions of cells. One limitation of our time course quantification is that we noted significant decreases in animal viability after 10 days in the genotypes overexpressing E2f/Dp or Dp. This suggests that the most-affected animals had died by day 10, possibly owing to cell cycle disruptions across various tissues.

The additional tissue overgrowth apically and basally prompted us to examine glands for evidence of mitotic proliferation via staining for Phosphorylated histone H3 Ser10 (PH3). In total, we examined over ∼150 samples across genotypes and timepoints and found no evidence of any mitotic labeling (Fig. S3). However, we observed extensive S-phases via a 4-day EdU feeding protocol (from day 6-10) in 70-100% of animals co-expressing Myc+E2f/Dp or Yki*+Dp with P35 (Fig. 1F). By comparison, we observed no significant EdU labeling in control animals expressing P35 and GFP only, and rare EdU labeling of a few binucleated cells in glands expressing Yki* without Dp. At the 10-day time point, we also measured the 4',6-diamidino-2-phenylindole (DAPI) nuclear intensity for 200 nuclei per sample from four different AGs per genotype (Fig. 1G). As expected, we found evidence of increased nuclear DNA content in Myc+E2f/Dp conditions, whereby EdU^+^ nuclei were visibly larger, while Yki*+Dp-expressing nuclei appeared more normal (Fig. 1G). This suggests that Myc+E2f/Dp expression led to multiple rounds of endocycles during the assay, whereas Yki*+Dp expression induced widespread endocycle re-entry, but with only limited rounds of additional endocycling. To confirm this, we performed flow cytometry on AG nuclei at 10 days post Gal4 induction (Fig. 1H). Ovaries were used as a ploidy ‘ladder’ to place 2C, 4C, 8C and 16C peaks using the stereotypical double peak at 4C (Bosco et al., 2007; Calvi et al., 1998; Lilly and Spradling, 1996). In control 10-day-old animals expressing only GFP and P35, we observed mostly octoploid nuclei with some 16C nuclei, consistent with recent work (Box et al., 2024). In Myc+P35 conditions, we observed a small 32C population of nuclei appear, consistent with the penetrant but limited EdU labeling observed in this condition (Fig. 1H; Fig. S2C). By contrast, many nuclei from cells expressing Myc+E2f/Dp with P35 had a DNA content well beyond 32C and exhibited intermediate DNA ploidies indicative of aneuploidy. Glands expressing Yki* exhibited mostly 8-16C nuclei, whereas glands expressing Yki*+Dp exhibited a shift to higher ploidy, consistent with limited endoreplication, as observed by EdU labeling (Fig. S2A). This suggests that the basal and apical tissue protrusions induced by Yki^WT^ and Yki*+Dp expression are likely caused largely by epithelial remodeling, while the protrusions induced by Myc+E2f/Dp expression may involve tissue hypertrophy through sustained re-entry into the endocycle.

### Oncogenic signaling in the adult AG affects epithelial organization

We noted that glands exhibiting overgrowth with apical and basal protrusions also exhibited altered localization of the septate junction proteins, Discs large (DLG; also known as Dlg1) (Fig. 1D, Fig. 2A; Fig. S2B), Coracle (Cora) (Fehon et al., 1994; Woods and Bryant, 1993) (Fig. 2A) and Fasciclin 3 (Fas3) (Fig. S4). We observed significant mislocalization of DLG and Cora and confirmed mislocalization of Cora at 15 days using line scans of fluorescence intensity across cell–cell junctions. Cora levels at cell–cell junctions (peaks) were reduced, whereas non-junctional staining was increased (valleys) in Myc+E2f- or Yki*+E2f-expressing animals (Fig. 2B). We next examined whether the actin muscle layer was disrupted. Staining for actin using fluorophore-conjugated phalloidin revealed increased gaps in the muscle fibers in Yki*+Dp or Myc+E2f/Dp conditions (Fig. 2A, yellow arrows). We observed cyst-like basal extrusions poking through one of the gaps in the muscle layer, suggesting that the cyst-like structures extrude basally outside the epithelium (Fig. 2C).

**Fig. 2.**
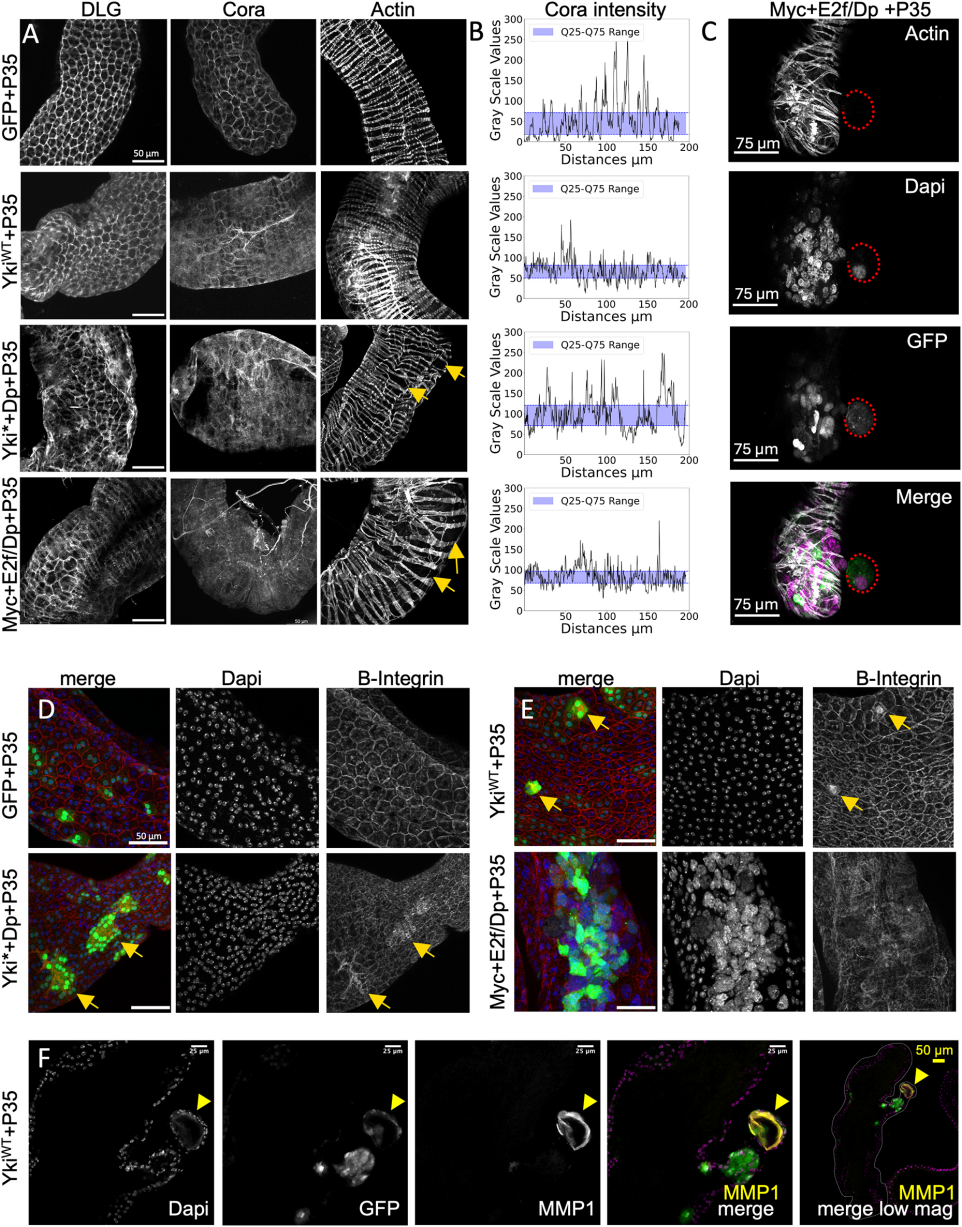
**Oncogenic activation leads to epithelial remodeling in the adult *Drosophila* accessory gland.** (A) Discs large (DLG) and Coracle (Cora) septate junction proteins become mislocalized in adult glands after 15 days of oncogenic transgene expression. Labeling Actin with Phalloidin reveals large gaps in the muscle surrounding the accessory gland under oncogene expression conditions (yellow arrows). Sample sizes for DLG: GFP+P35, *N*=8; Myc+E2f/Dp+P35, *N*=12; Yki*+Dp+P35, *N*=6. Sample sizes for Cora: control, *N*=6; Myc+E2f/Dp, *N*=11; Yki*+Dp, *N*=4. Sample sizes for Actin/Phalloidin: control, *N*=21; Myc+E2f/Dp, *N*=27; Yki*+Dp, *N*=15. (B) Line scans of Cora intensity for the images in A. The shaded blue area shows the interquartile range. Q, quartile. (C) A basal extrusion in a gland expressing Myc+E2f/Dp+P35 for 5 days that extrudes beyond the muscle layer (red dotted outline). (D,E) Beta (B)-integrin (Mys) enrichment (yellow arrows) in glands expressing the indicated transgenes for 10 days. Sample sizes: Yki*+Dp, *N*=12; Yki^WT^, *N*=8; GFP+P35, *N*=8; Myc+E2f/Dp+P35, *N* =11. Scale bars: 50 μm. (F) An example of a basal protrusion in a gland expressing Yki^WT^+P35 with a basal cyst-like extrusion at the tip (yellow arrowheads) positive for Mmp1. Note that this is the fluorescence image corresponding to the gland in Fig. 1B (top-right panel).

The cyst-like extrusions are reminiscent of a neoplastic-like phenotype in the AG previously reported under conditions of oncogenic Ras^V12^ expression induced during proliferative AG stages and into adulthood (Rambur et al., 2020). With oncogenic Ras overexpression, this phenotype was reported at a frequency of 20-80% of glands. In our conditions, we observed basal extrusions much more rarely, in 2-15% of glands depending on timepoint and genotype (Fig. 1D), with the caveat mentioned previously that our most-affected animals die at later time points owing to actin-Gal4-driven expression in other tissues. This suggests that the developmental timing of the oncogenic induction could have an important impact on the penetrance of the basal extrusion phenotype and that more mature, terminally differentiated AG cells are more refractory to developing this phenotype, even under strong re-activation of the cell cycle. Consistent with this, when we activated Ras^V12^ expression in adult glands 24-48 h post eclosion, we never observed any basal extrusions (0/15 animals). This indicates that oncogenic Ras does not induce a neoplastic-like phenotype in the AG unless the expression is induced when cells are in a state of mitotic proliferation prior to cell cycle exit.

### Basal extrusions exhibit different signaling pathway activation than hypertrophic overgrowths

The presence of cyst-like basal extrusions and their association with basal epithelial protrusions led us to consider that apically or basally protruding cells may exhibit early metastatic phenotypes such as increased integrin expression and expression of matrix metalloproteinases to degrade the extracellular matrix. Indeed, we observed increased Beta-integrin (also known as Mys) staining (Fig. 2D) as well as increased Mmp1 expression in our oncogenic conditions (Fig. S4). Mmp1 expression was particularly pronounced on cyst-like extrusions at the tip of basal protrusions in the Yki^WT^ overexpression condition (Fig. 2F; note that this extrusion example is also shown in Fig. 1B). The development of protrusions extending from the mid-lobe region of the AGs resembled extra-prostatic extensions observed in human prostate cancer associated with YAP1 overexpression (Collak et al., 2017).

We next compared the signaling pathways activated in our oncogenic contexts to those in cells expressing oncogenic hyperactive Ras^V12^ in basal extrusions (Rambur et al., 2020). Ras^V12^ overexpression in the adult AG induced high levels of di-phosphorylated ERK (also known as Rolled) (dp-ERK) and phosphorylated Akt (pAkt) (Fig. S5). Myc+E2f/Dp-, Yki*+Dp- or Yki^WT^-expressing glands were negative for high levels of dp-ERK and pAkt (Fig. S5), except in instances when basal cyst-like extrusions occurred. In these cases, the extrusions were positive for dp-ERK and pAkt, whereas epithelial protrusions remained negative (Fig. 3; Fig. S5). Expression of Myc+E2f/Dp, Yki*+Dp or Yki^WT^ was sufficient to activate growth signaling via phosphorylated 4EBP (also known as Thor) (p4EBP), a target of the TORC1 complex downstream of PI3K signaling, with or without obvious cellular hypertrophy (Fig. 3D; Fig. S5). This suggests that oncogenic gene expression in non-proliferative adult AGs induces epithelial reorganization and hypertrophic growth through TORC1 signaling, but without activating the TORC2/Akt signaling branch (Frappaolo and Giansanti, 2023), unless additional events such as developmental proliferation or basal extrusion leading to MAPK signaling also occur. Most of the cyst-like basal extrusions we observed with adult activation of oncogenic signaling developed on basal epithelial protrusions. This suggests that the epithelial remodeling leading to basal protrusions ultimately leads to basal extrusions that exhibit additional signaling re-activation in adult glands. Our examination of the cell cycle in these conditions suggests that this progression can occur in the absence of proliferation and even under conditions of limited endocycling.

**Fig. 3.**
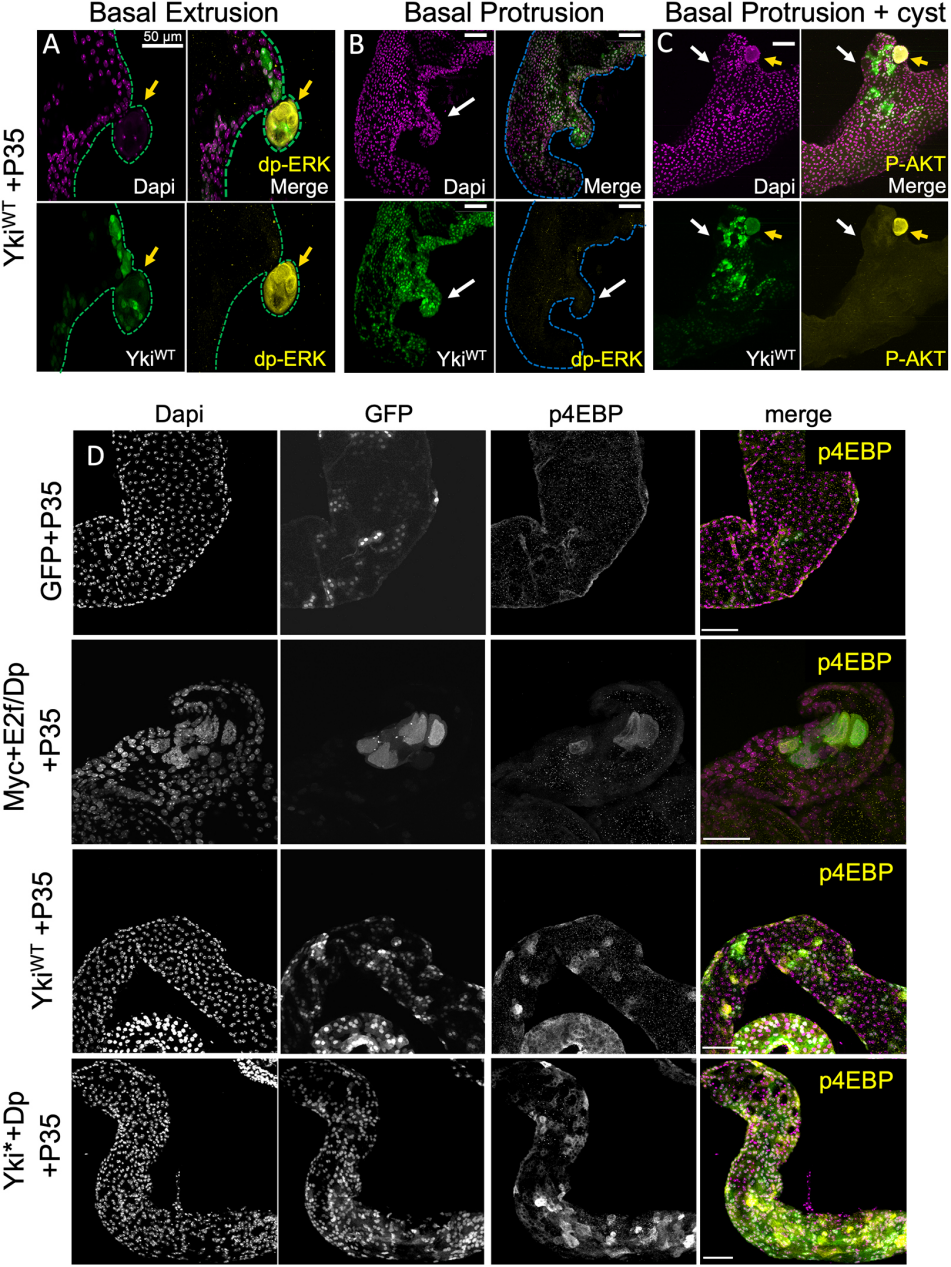
**Signaling pathway activity in hypertrophic protrusions versus basal extrusions.** (A-C) Yki^WT^+P35-expressing glands at 20 days exhibit a range of phenotypes including basal extrusion (A), basal protrusions (B) and basal protrusions with cyst-like extrusions (C). Basal extrusions including cyst-like extrusions (yellow arrows) are positive for dp-ERK (A) and pAkt (C), whereas basal protrusions that remain within the epithelia are not (white arrows). Sample size: *N*=14. (D) Oncogenic activity leads to increased p4EBP after 10 days of transgene expression. Sample sizes: GFP+P35, *N*=12; Myc+E2f/Dp+P35, *N*=8; Yki*+Dp, *N*=10. Scale bars: 50 µm.

### A shared tumor signaling network is activated in postmitotic tissues, even in the absence of proliferation

The expression of Mmp1 and Beta-integrin, and phosphorylation of TORC1 targets, suggested that our Yki*+Dp-, Yki^WT^- and Myc+ E2f/Dp-expressing tissues are activating a shared tumorigenic program in the absence of mitotic proliferation. To test this, we performed RNA sequencing (RNAseq) on our Yki*+Dp, Yki^WT^ and Myc+E2f/Dp versus control animals expressing GFP+P35 at the 10-day time point to identify shared gene expression changes. 

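The sequenced RNA came from accessory glands of adult males, and 80 to 100 glands were pooled for each library. There were 12 libraries, 3 for each of 4 genotypes, all dissected at day 10. Each genotype carried the flipout system, in which a heat shock switches on UAS transgenes in part of the cells, together with the apoptosis inhibitor P35. The control expressed GFP and P35 alone, and the other genotypes added an activated form of the Hippo pathway coactivator Yorkie with the E2f partner Dp (Yki*+Dp), wild-type Yorkie (Yki WT), or Myc with E2f1 and Dp (Myc+E2f/Dp). The paper places the heat shock at 24 to 48 h after eclosion, and the sample labels give a heat shock of 20 min on eclosion day and aging at 25°C. The authors selected poly-A RNA, sequenced it on a NovaSeq SP flow cell with 100 cycles, and assigned the reads to Ensembl BDGP6.28 transcripts with kallisto. The deposited values are TPM, the abundance of each transcript corrected for its length and scaled to a fixed total per library, for 31089 transcripts and, as sums of these, for 14323 genes. TPM adds up to 1000000 in every library and keeps no record of depth, so the number of reads behind a value is unknown. Between 6902 and 8120 genes per library reached 1 TPM, and the lowest correlation between libraries of one genotype was 0.986 across genes on the log2 scale. A few genes took most of the RNA: the 100 genes most abundant in control held 69.6% ± 1.93 (SD, n = 3) of TPM in control, 68.4% ± 1.28 (SD, n = 3) in Yki WT, 64.6% ± 0.730 (SD, n = 3) in Yki*+Dp and 60.2% ± 2.39 (SD, n = 3) in Myc+E2f/Dp. Where abundant genes give up part of the total, TPM of every other gene rises, so each library was rescaled by the median of ratios over the 6633 genes with at least 1 TPM in all 12 libraries. The resulting factors were 1.13 to 1.36 in control, 1.16 to 1.26 in Yki WT, 0.928 to 0.989 in Yki*+Dp and 0.645 to 0.776 in Myc+E2f/Dp. Without this step the median gene was 0.74 higher on the log2 scale in Myc+E2f/Dp than in control, 0.30 higher in Yki*+Dp and 0.05 higher in Yki WT. With it these medians were 0.05, -0.00 and 0.01. The scaling takes the median gene as unchanged, which TPM cannot test. A broad change of expression in a condition would be removed along with the effect of the abundant genes. TPM values are printed as deposited, and fold changes are differences of log2(TPM × factor + 1), a scale that understates the change of genes with low TPM. The 8128 genes with at least 1 TPM in 3 or more libraries were tested with limma, using 1 fit over all 12 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. A gene is described as higher or lower in 3 of 3 libraries when every library of the condition lay, after scaling, beyond every control library.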

We visually confirmed similar levels of transgene expression using the UAS-GFP levels prior to RNA isolation for each sample (i.e. we selected glands with >1/3 of cells GFP^+^). We confirmed induction of the expected transgenes (Fig. S6), and observed a suite of upregulated and downregulated genes in each condition for the cell cycle, responses to stress, and reproduction and fertility (Fig. 4A; Figs S7 and S8).

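The transgenes were examined first. *E2f1*, on chromosome 3R from 21620304 to 21660871 of the BDGP6 assembly, had 18.1 ± 2.66 (SD, n = 3) TPM in control, 939 ± 125 (SD, n = 3) in Myc+E2f/Dp, 19.9 ± 2.5 (SD, n = 3) in Yki*+Dp and 16.3 ± 1.67 (SD, n = 3) in Yki WT. In Myc+E2f/Dp *E2f1* had a log2 fold change of 4.82 (standard error 0.142; limma, Benjamini-Hochberg adjusted p = 8.32e-10) and was higher in 3 of 3 libraries. *Dp*, on chromosome 2R from 13222433 to 13228202, rose from 22.3 ± 2.89 (SD, n = 3) TPM to 2247 ± 348 (SD, n = 3) in Yki*+Dp and 1035 ± 415 (SD, n = 3) in Myc+E2f/Dp. Its log2 fold changes were 6.21 (standard error 0.196; limma, Benjamini-Hochberg adjusted p = 1.07e-08) and 4.59 (standard error 0.196; limma, Benjamini-Hochberg adjusted p = 1.37e-08), each in 3 of 3 libraries, and the difference between these conditions was -1.62 (limma, Benjamini-Hochberg adjusted p = 3.92e-05). *Myc*, on chromosome X from 3373159 to 3391697, had 19.2 ± 3.51 (SD, n = 3) TPM in control and 167 ± 59.7 (SD, n = 3) in Myc+E2f/Dp, a log2 fold change of 2.22 (standard error 0.175; limma, Benjamini-Hochberg adjusted p = 1.52e-06) in 3 of 3 libraries. *yki*, on chromosome 2R from 24065975 to 24068485, had 15.1 ± 1.20 (SD, n = 3) TPM in control, 391 ± 41.6 (SD, n = 3) in Yki*+Dp and 104 ± 51.2 (SD, n = 3) in Yki WT. The log2 fold changes of *yki* were 4.23 (standard error 0.400; limma, Benjamini-Hochberg adjusted p = 1.52e-05) and 2.56 (standard error 0.400; limma, Benjamini-Hochberg adjusted p = 0.00269), and both conditions were higher in 3 of 3 libraries. Left-out replicates and the other settings tried kept these transgene rises past the thresholds. With the transgenes included, 1064 genes were called in Myc+E2f/Dp, 581 higher and 483 lower (54.6% higher), out of 5541 with an unadjusted p below 0.05. In Yki*+Dp 568 genes were called, 449 higher and 119 lower (79% higher), and in Yki WT 173 were called, 153 higher and 20 lower (88.4% higher). Myc+E2f/Dp and Yki*+Dp differed directly at 855 genes, 406 of them higher and 449 lower in Myc+E2f/Dp. The setting that moved the count for Myc+E2f/Dp most was a threshold of 0.5 log2, the dashed lines of Fig. 4A, which called 2800 genes. TPM as deposited called 2448 genes in Myc+E2f/Dp, 2340 of them higher (95.6%), and raised the higher share in Yki*+Dp to 93.8% and in the direct comparison to 78.3%, so the balance of higher and lower genes rests on the scaling. With 1 library left out at a time, the counts ran from 747 to 1135 in Myc+E2f/Dp, from 485 to 613 in Yki*+Dp and from 134 to 183 in Yki WT. Myc+E2f/Dp replicate 3 weighed most: without it 352 genes were called higher in that condition.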

**Fig. 4.**
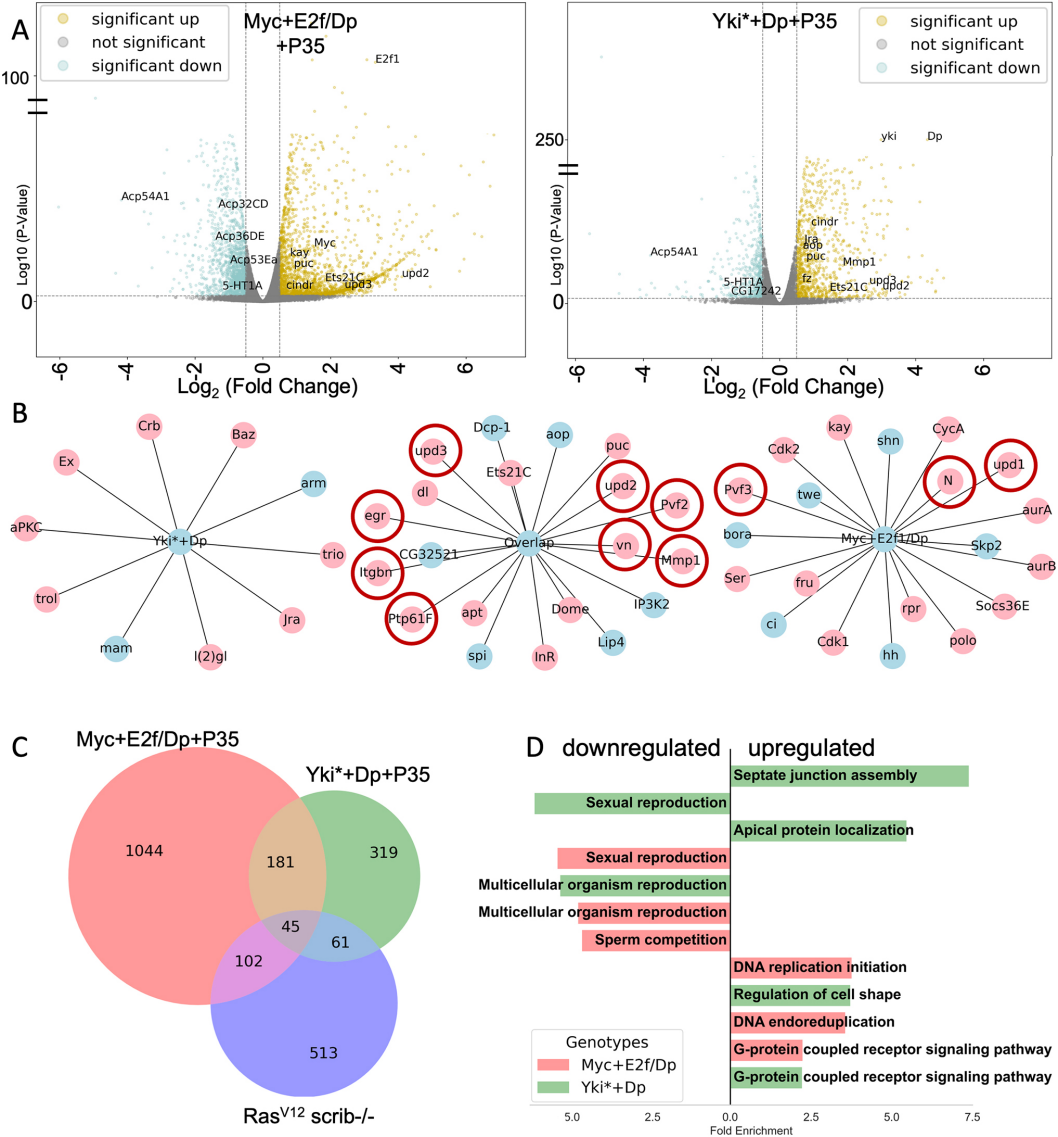
**Activation of a common tumorigenic program in the absence of mitoses.** (A) Volcano plots of RNA-sequencing data for glands expressing Myc+E2f/Dp+P35 and Yki*+Dp+P35 for 10 days compared to GFP+P35 controls. Transcripts significantly upregulated (gold) and downregulated (cyan) are shown. (B) Examples of genes commonly upregulated in *Drosophila* tumor models curated from the literature in Table S5. Genes in pink overlap with the *Ras^V12^,scrib^−/−^* dataset from Floc'hlay et al. (2023). Genes circled in red were selected for testing ortholog upregulation in mammalian cell culture. Genes in blue are upregulated in the accessory glands expressing oncogenes and previously associated with *Drosophila* tumor and wound healing models. Line distances to central nodes are arbitrary and were used to distribute gene names for readability. (C) Overlap of oncogene-induced accessory gland gene expression with a commonly used *Ras^V12^,scrib^−/−^* larval mitotic tumor model (Floc'hlay et al., 2023). (D) Gene Ontology term analysis via DAVID biological process categorization.

In both Yki*+Dp and Myc+ E2f/Dp conditions, we observed upregulation of several genes known to be upregulated in wound healing and tumorigenic models in flies, including JNK (also known as Bsk in *Drosophila*) signaling targets *Ets21C*, *Mmp1*, *puckered* and hyperplasia-inducing JAK (also known as Hop in *Drosophila*)/STAT (also known as Stat92E in *Drosophila*) signaling pathway ligands *upd2* and *upd3* (Fig. 4A,B). 

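*Mmp1*, a matrix metalloproteinase gene on chromosome 2R from 24671294 to 24688184, had 1.27 ± 0.519 (SD, n = 3) TPM in control, 9.98 ± 0.273 (SD, n = 3) in Yki*+Dp, 15.6 ± 7.80 (SD, n = 3) in Myc+E2f/Dp and 6.15 ± 2.59 (SD, n = 3) in Yki WT. *Mmp1* had a log2 fold change of 2.06 (standard error 0.286; limma, Benjamini-Hochberg adjusted p = 1.99e-04) in Yki*+Dp, 2.16 (standard error 0.286; limma, Benjamini-Hochberg adjusted p = 6.62e-05) in Myc+E2f/Dp and 1.67 (limma, Benjamini-Hochberg adjusted p = 0.00442) in Yki WT, each in 3 of 3 libraries. The difference between Myc+E2f/Dp and Yki*+Dp, 0.10 (limma, Benjamini-Hochberg adjusted p = 0.789), was within the spread of the libraries. Among the settings tried, TPM as deposited moved the Myc+E2f/Dp value of *Mmp1* most, to 2.80. *puckered* (*puc*), which encodes a phosphatase that restrains JNK, lies on chromosome 3R from 8105332 to 8122294. It had 2.97 ± 0.518 (SD, n = 3) TPM in control, 8.57 ± 1.58 (SD, n = 3) in Yki*+Dp and 14.4 ± 5.34 (SD, n = 3) in Myc+E2f/Dp. The log2 fold change of *puc* was 1.20 (standard error 0.167; limma, Benjamini-Hochberg adjusted p = 9.41e-05) in Myc+E2f/Dp. In Yki*+Dp it was 0.96 (standard error 0.167; limma, Benjamini-Hochberg adjusted p = 9.06e-04), higher in 3 of 3 libraries but below the fold threshold, and it passed that threshold in 6 of the alternatives. *upd3*, on chromosome X from 18277233 to 18284596, rose from 0.212 ± 0.178 (SD, n = 3) TPM to 3.06 ± 0.385 (SD, n = 3) in Yki*+Dp and 4.16 ± 3.23 (SD, n = 3) in Myc+E2f/Dp. The log2 fold changes of *upd3* were 1.64 (standard error 0.265; limma, Benjamini-Hochberg adjusted p = 5.73e-04) and 1.49 (standard error 0.265; limma, Benjamini-Hochberg adjusted p = 5.18e-04), in 3 of 3 libraries each. Replicate 3 of Myc+E2f/Dp carried much of its group's spread: it had 24.6 TPM of *Mmp1* and 7.89 TPM of *upd3*, and without it the log2 fold changes fell to 1.86 for *Mmp1*, 1.01 for *puc* and 1.08 for *upd3*, all still called. *upd2*, on chromosome X from 18240654 to 18243284, stayed under the expression filter and was not tested. Its TPM was 0.0145, 0 and 0.00707 in the control libraries, 0.172 ± 0.0260 (SD, n = 3) in Yki*+Dp, and 0.417, 0.497 and 1.55 in Myc+E2f/Dp.

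**Figure D1:**
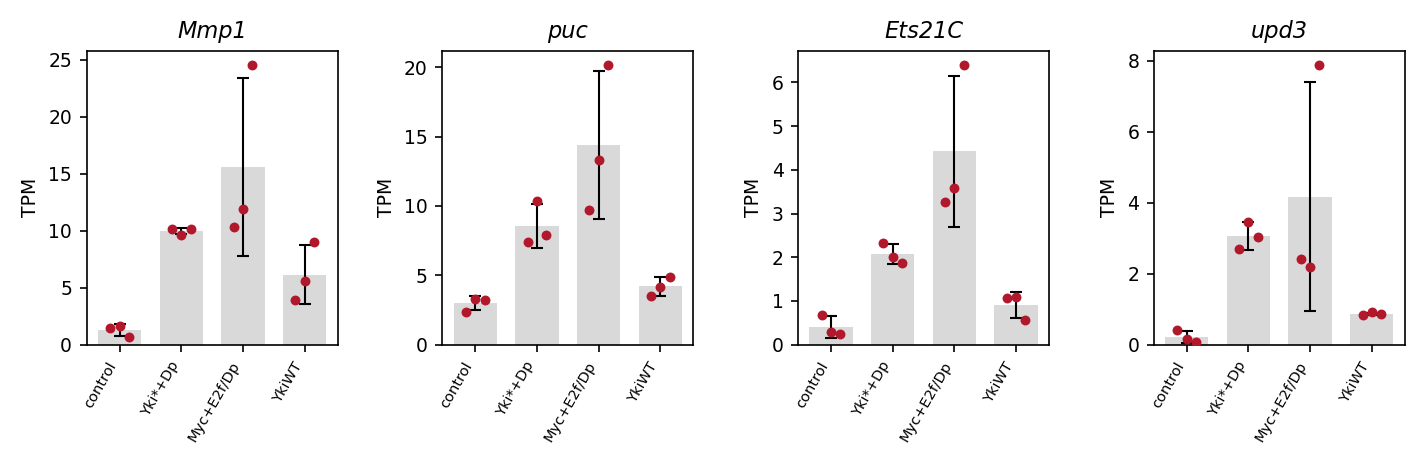
TPM of *Mmp1*, *puc*, *Ets21C* and *upd3* (vertical axes, TPM as deposited) in the 4 genotypes (horizontal axes). Bars are means of 3 libraries, error bars are SD and points are single libraries; all Yki*+Dp and Myc+E2f/Dp points lie above all control points, and the spread is widest in Myc+E2f/Dp, where *Mmp1* reached 24.6 TPM.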

We also observed the downregulation of AG-specific genes (such as those encoding many Accessory gland proteins) and genes involved in fertility, mating behavior and sperm competition (Fig. 4A,D). This suggests that activation of oncogenic pathways and cell cycle re-entry occur at the expense of AG function (see downregulation of reproduction-associated genes in Fig. 4A and Fig. S7).

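Of the 48 genes whose symbols start with Acp or Sfp (accessory gland proteins and seminal fluid proteins), 42 were abundant enough to test. The 42 include *Acph-1*, an acid phosphatase gene whose symbol starts with the same letters. The median log2 fold change was -1.04 in Myc+E2f/Dp, with 25 called lower and 1 higher, and -0.61 in Yki*+Dp, with 2 called lower and 1 higher. Without *Acph-1*, a choice made after seeing the data, these medians were -1.05 and -0.63. In Yki WT the median was 0.04, with 3 genes called higher and 0 lower. As a list these genes ranked below the other genes in Myc+E2f/Dp (limma's camera with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjusted p = 1.04e-10 over 76 list tests) and in Yki*+Dp (adjusted p = 3.74e-08), and not in Yki WT (adjusted p = 0.920). Only 3 of the 42 genes had a positive fold change in Myc+E2f/Dp and 4 in Yki*+Dp. The fall was larger in Myc+E2f/Dp, with a median difference of -0.53 from Yki*+Dp (limma's camera, Benjamini-Hochberg adjusted p = 1.83e-04). The correlation assumed between genes mattered most for list tests: of 32 list results past the threshold, 2 remained with a correlation estimated from the libraries, both of them the DNA replication list, and 30 remained with limma's fry, which put 15 more past the threshold. TPM as deposited gave a median of -0.23 in Myc+E2f/Dp and -0.25 in Yki*+Dp, against a median gene that rose, and the share of all TPM held by the list was 16.1% ± 0.417 (SD, n = 3) in control, 13.5% ± 0.977 (SD, n = 3) in Yki*+Dp and 13.9% ± 0.747 (SD, n = 3) in Myc+E2f/Dp. Among the genes the volcano plots name, *Acp54A1*, on chromosome 2R from 17133445 to 17133750, fell from 96.7 ± 43.7 (SD, n = 3) TPM to 3.21 ± 2.11 (SD, n = 3) in Yki*+Dp and 2.82 ± 1.40 (SD, n = 3) in Myc+E2f/Dp. Its log2 fold changes were -4.93 (standard error 0.480; limma, Benjamini-Hochberg adjusted p = 1.86e-05) and -5.29 (standard error 0.480; limma, Benjamini-Hochberg adjusted p = 4.08e-06), lower in 3 of 3 libraries in each, while Yki WT kept 112 ± 66.8 (SD, n = 3) TPM. *Acp36DE*, which encodes a sperm storage protein, had a log2 fold change of -1.94 (limma, Benjamini-Hochberg adjusted p = 1.27e-05) in Myc+E2f/Dp and -0.99 (limma, Benjamini-Hochberg adjusted p = 0.00271) in Yki*+Dp, lower in 3 of 3 libraries in each. *Acp32CD* fell by 1.79 and *Acp53Ea* by 1.27 on the log2 scale in Myc+E2f/Dp, in 3 of 3 libraries (limma, Benjamini-Hochberg adjusted p = 1.47e-06 and 8.88e-05), but with TPM as deposited they fell by 0.97 and 0.45 and were not called. *CG17242*, on chromosome 2L from 2268106 to 2269140, varied widely within groups, with 69.8 ± 35.4 (SD, n = 3) TPM in control and 21.1 ± 8.65 (SD, n = 3) in Yki*+Dp. In Yki*+Dp *CG17242* had a log2 fold change of -1.98 (standard error 0.545; limma, Benjamini-Hochberg adjusted p = 0.0142), lower in 3 of 3 libraries. Leaving out control replicate 2, control replicate 3 or Yki*+Dp replicate 3 moved that adjusted p to 0.0511, 0.0534 and 0.0546, within a range of 0.00647 to 0.0546 over the alternatives (limma, Benjamini-Hochberg). The serotonin receptor gene *5-HT1A* stayed under the expression filter, with 0.563 ± 0.151 (SD, n = 3) TPM in control and 0.157 ± 0.103 (SD, n = 3) in Yki*+Dp.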

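Of the 581 genes called higher in Myc+E2f/Dp and the 449 called higher in Yki*+Dp, 140 were called higher in both, where 32.1 would be shared by chance among the 8128 genes tested. This is 4.36 times the chance number (one-sided hypergeometric test, which is Fisher's exact test on the shared genes, p = 1.18e-56). Both comparisons use the same 3 control libraries, which alone can make fold changes resemble each other. In 100 simulations of unchanged groups set against shared controls, 0 genes were raised in both. With the Myc+E2f/Dp changes kept and the Yki*+Dp changes shuffled over genes, 26 to 51 genes were raised in both, with a mean of 1.08 and a highest value of 1.43 times chance. The number of shared genes moved most with TPM as deposited, to 452, and a limma treat test against a log2 fold change of 1 left 19; over the alternatives the ratio to chance ran from 2.17 to 7.47. Leaving out Myc+E2f/Dp replicate 3 gave 107 shared genes, and leaving out replicate 1 of that group gave 169. A further 85 genes were called lower in both conditions, 5 were called lower in Myc+E2f/Dp and higher in Yki*+Dp, and 1 was called the other way around. Yki WT shared 53 raised genes with Myc+E2f/Dp and 102 with Yki*+Dp, and 50 genes were raised in all 3 conditions. Across the tested genes, which are not independent replicates, the fold changes of Myc+E2f/Dp and Yki*+Dp correlated with Pearson's r = 0.50 and Spearman's rho = 0.53. Unchanged groups against shared controls gave a mean r of 0.501, as large as the observed value in 56 of 100 simulations, and a mean rho of 0.466, below the observed value in each of the 100. With TPM as deposited, or with any 1 control library left out, 92 to 100 of 100 simulations had a rho as large as the observed one. With any 1 Yki*+Dp or Myc+E2f/Dp library left out instead, 0 to 5 of 100 had an r as large and 0 had a rho as large. With different control libraries for each fold change, an alternative chosen after seeing the data, r was 0.453 and rho 0.463, above the values in each of 100 simulations, whose mean r was 7e-04. All these simulations drew genes independently. In the data, deviations from the group means correlated between libraries of different groups from -0.385 to 0.515. The simulated spread is therefore too narrow, and the numbers of simulations do not measure how often chance would give such values.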

We observed a strong overlap between the Yki*+Dp and Myc+ E2f/Dp gene expression signatures that converge on several genes known to be commonly misregulated in proliferative tumor models in various larval tissues, including imaginal discs and brains. 

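Fig. 4B sets out tumor-associated genes under Myc+E2f/Dp, under Yki*+Dp and under both. Of the 20 genes placed under both, 17 passed the expression filter. In Myc+E2f/Dp 15 of the 17 were called higher, and all 17 had an adjusted p below 0.05 at any fold change. In Yki*+Dp 7 of the 17 were called higher, and 15 had an adjusted p below 0.05 at any fold change. Counts adjusted over the list alone were the same, but the study chose these lists on these libraries, so they are not independent evidence. The 7 genes called higher in both conditions were *Mmp1*, *spi*, *apt*, *Itgbn*, *Mnr*, *dl* and *upd3*. The integrin gene *Itgbn*, on chromosome 2L from 21053033 to 21058044, had 13.2 ± 2.98 (SD, n = 3) TPM in control, 66.0 ± 24.1 (SD, n = 3) in Myc+E2f/Dp and 80.9 ± 14.0 (SD, n = 3) in Yki*+Dp. Its log2 fold changes were 1.41 (standard error 0.177; limma, Benjamini-Hochberg adjusted p = 4.55e-05) and 2.17 (standard error 0.177; limma, Benjamini-Hochberg adjusted p = 5.85e-06), in 3 of 3 libraries each, and it was also called in Yki WT at 1.05 (limma, Benjamini-Hochberg adjusted p = 0.00393). *Mnr*, which Fig. 4B lists as *CG32521*, rose from 6.24 ± 1.00 (SD, n = 3) TPM to 104 ± 18.8 (SD, n = 3) in Myc+E2f/Dp and 22.4 ± 3.71 (SD, n = 3) in Yki*+Dp. The rise of *Mnr* in Myc+E2f/Dp was the larger, with a difference of 1.73 (limma, Benjamini-Hochberg adjusted p = 9.12e-06) between the conditions on the log2 scale. The NF-κB gene *dl* had nearly equal log2 fold changes of 1.69 (limma, Benjamini-Hochberg adjusted p = 1.23e-06) and 1.70 (limma, Benjamini-Hochberg adjusted p = 4.43e-06), as had *apt*, with 1.46 and 1.44. For the EGF ligand gene *spi* the log2 fold change in Yki*+Dp was 1.49 (limma, Benjamini-Hochberg adjusted p = 1.99e-04). In Myc+E2f/Dp it was 1.07 (limma, Benjamini-Hochberg adjusted p = 9.06e-04), and leaving out Myc+E2f/Dp replicate 3 lowered it to 0.86, below the fold threshold. *InR* and *Dcp-1* passed the thresholds in Myc+E2f/Dp alone, with 1.45 and 2.40 there against 0.86 and 0.58 in Yki*+Dp; the direct difference was 0.59 (limma, Benjamini-Hochberg adjusted p = 0.00499) for *InR* and 1.81 (limma, Benjamini-Hochberg adjusted p = 1.64e-07) for *Dcp-1*. Of the 10 genes placed under Yki*+Dp, 4 were called higher there and all 10 had an adjusted p below 0.05 at any fold change, with log2 fold changes from 0.62 to 1.54 and a median of 0.91. The perlecan gene *trol* was 1 of the 4, at 1.35 (limma, Benjamini-Hochberg adjusted p = 1.20e-04). In the direct comparison 9 of these 10 were lower in Myc+E2f/Dp at an adjusted p below 0.05, with a median difference of -0.54 over the 10. The scaling bears on differences of this size. Between these conditions the median gene stood at 0.36 with TPM as deposited and at -0.02 as scaled. Of the 20 genes placed under Myc+E2f/Dp, 13 passed the expression filter; 8 of them were called higher in Myc+E2f/Dp and 12 had an adjusted p below 0.05 at any fold change. *Skp2* was 1 of the 8, from 0.199 ± 0.0441 (SD, n = 3) TPM in control to 21.3 ± 5.34 (SD, n = 3), with 3.66 (limma, Benjamini-Hochberg adjusted p = 2.23e-09). The cell death gene *rpr* was another, at 1.26 (limma, Benjamini-Hochberg adjusted p = 0.00207), with 2.52, 2.34 and 8.75 TPM in the Myc+E2f/Dp libraries against at most 0.645 in control; without replicate 3 of Myc+E2f/Dp the difference from control on this scale was 0.84, below the fold threshold. In Yki*+Dp 3 of those 13 had an adjusted p below 0.05 (2 adjusted over the list alone), each under the fold threshold. In the direct comparison 12 of the 13 were higher in Myc+E2f/Dp at an adjusted p below 0.05, 6 of them past the fold threshold.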

We created a node-based graph depicting the common *Drosophila* tumor-misregulated genes in our oncogenic backgrounds and the overlapping gene set between both datasets (Fig. 4B). 

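The E2f target genes *CycA*, *Cdk2*, *aurA*, *aurB* and *polo* were near 0 TPM in control glands. *Cdk2*, on chromosome 3R from 20735623 to 20738414, had 0.320 ± 0.0584 (SD, n = 3) TPM in control, 7.95 ± 0.683 (SD, n = 3) in Myc+E2f/Dp and 0.814 ± 0.226 (SD, n = 3) in Yki*+Dp. *Cdk2* had a log2 fold change of 2.24 (standard error 0.0885; limma, Benjamini-Hochberg adjusted p = 6.89e-09) in Myc+E2f/Dp and 0.34 (standard error 0.0885; limma, Benjamini-Hochberg adjusted p = 0.0105) in Yki*+Dp, higher in 3 of 3 libraries in each, and the 2 conditions differed by 1.90 (limma, Benjamini-Hochberg adjusted p = 2.79e-08). *CycA*, on chromosome 3L from 11826719 to 11833578, had 0.116 ± 0.0470 (SD, n = 3) TPM in control, 4.15 ± 0.457 (SD, n = 3) in Myc+E2f/Dp and 0.186 ± 0.0523 (SD, n = 3) in Yki*+Dp. The log2 fold change of *CycA* was 1.78 (standard error 0.224; limma, Benjamini-Hochberg adjusted p = 4.56e-05) in Myc+E2f/Dp, in 3 of 3 libraries, and 0.04 (standard error 0.224; limma, Benjamini-Hochberg adjusted p = 0.908) in Yki*+Dp, where the libraries overlapped control; the difference was 1.74 (limma, Benjamini-Hochberg adjusted p = 6.36e-05). *aurB*, on chromosome 2L from 10856797 to 10858094, rose from 0.0291 ± 0.0210 (SD, n = 3) TPM to 17.8 ± 6.35 (SD, n = 3) in Myc+E2f/Dp. The change of *aurB* on the log2 scale was 3.66 (standard error 0.215; limma, Benjamini-Hochberg adjusted p = 1.57e-07), in 3 of 3 libraries, and -0.00 in Yki*+Dp, a difference of 3.66 (limma, Benjamini-Hochberg adjusted p = 1.37e-07). On this scale a pseudocount of 0.1 moved low genes most, and the log2 fold change of *aurB* in Myc+E2f/Dp reached 6.49. *polo* had 0.0927 ± 0.0611 (SD, n = 3) TPM in control and 1.10 ± 0.315 (SD, n = 3) in Myc+E2f/Dp, higher in 3 of 3 libraries. Its log2 fold change of 0.65 (standard error 0.305; limma, Benjamini-Hochberg adjusted p = 0.0802) was not past the threshold, nor was the difference from Yki*+Dp of 0.55 (limma, Benjamini-Hochberg adjusted p = 0.146). *aurA* stayed under the expression filter, with 0.217 ± 0.0606 (SD, n = 3) TPM in control, 0.710 ± 0.0720 (SD, n = 3) in Myc+E2f/Dp and 0.282 ± 0.173 (SD, n = 3) in Yki*+Dp. Thus 3 of the 4 tested genes were called in Myc+E2f/Dp, and 1 had an adjusted p below 0.05 in Yki*+Dp, under the fold threshold; these counts were the same adjusted over the list alone, on a list the study drew from these libraries. The replication and repair genes *Mcm7*, *tefu*, *RnrL*, *RecQ4* and *PolA1* were each higher in Yki*+Dp than in control in 3 of 3 libraries. *tefu*, on chromosome 3R from 15232212 to 15242236, was called, with 2.56 ± 0.319 (SD, n = 3) TPM in control, 13.6 ± 1.65 (SD, n = 3) in Yki*+Dp and 5.31 ± 0.733 (SD, n = 3) in Myc+E2f/Dp. It had a log2 fold change of 1.74 (standard error 0.0780; limma, Benjamini-Hochberg adjusted p = 1.34e-07) in Yki*+Dp, and the difference of Myc+E2f/Dp from Yki*+Dp was -1.56 (limma, Benjamini-Hochberg adjusted p = 4.78e-08). *RnrL* had 0.506 ± 0.0696 (SD, n = 3) TPM in control, 1.61 ± 0.181 (SD, n = 3) in Yki*+Dp and 54.1 ± 4.78 (SD, n = 3) in Myc+E2f/Dp, and its log2 fold changes were 0.64 (limma, Benjamini-Hochberg adjusted p = 9.96e-05) and 4.59 (limma, Benjamini-Hochberg adjusted p = 1.66e-11). *Mcm7* had 0.0467 ± 0.0106 (SD, n = 3) TPM in control, 0.261 ± 0.0524 (SD, n = 3) in Yki*+Dp and 14.6 ± 1.85 (SD, n = 3) in Myc+E2f/Dp, with log2 fold changes of 0.24 (limma, Benjamini-Hochberg adjusted p = 0.0312) and 3.41 (limma, Benjamini-Hochberg adjusted p = 1.47e-10). In Yki*+Dp *RecQ4* and *PolA1* did not pass, at 0.17 (limma, Benjamini-Hochberg adjusted p = 0.15) and 0.16 (limma, Benjamini-Hochberg adjusted p = 0.209), against 2.26 and 2.53 in Myc+E2f/Dp. In Yki*+Dp 1 of these 5 genes was called and 3 had an adjusted p below 0.05 at any fold change, the same counts as adjusted over the list alone.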

We also observed stronger misregulation of cell cycle-related E2f targets (e.g. *CycA*, *Cdk2*, *aurA*, *aurB*, *polo*) in the Myc+E2f/Dp signature that is not as strong in the Yki*+Dp gene expression signature (Fig. 4B), although Yki*+Dp did upregulate several cell cycle genes (*Mcm7*, *tefu*, *RnrL*, *RecQ4*, *PolA1*) consistent with the limited endocycling observed. The strong induction of E2f1 in the Myc+E2f/Dp line and the positive feedback regulation between E2f and Myc and their synergistic roles in regulating cell cycle entry from G1 led to a strong DNA replication signature (Fig. S9) (Duman-Scheel et al., 2004; Fernandez et al., 2003; Leone et al., 1997; Matsumura et al., 2003). By contrast, in the Yki*+Dp gene expression signature, we observed stronger misregulation of genes involved in cell polarity, cell–cell adhesion complexes and cytoskeletal regulators (e.g. *arm*, *aPKC*, *baz*, *crb*, *ex*) (Fig. 4B; Fig. S9), consistent with the known roles of the Hippo signaling pathway in regulating and responding to epithelial polarity, cellular adhesion and tissue tension (Boggiano and Fehon, 2012; Borreguero-Munoz et al., 2019; Doggett et al., 2011; Elbediwy et al., 2016; Kroeger et al., 2024; Ling et al., 2010; Richardson and Portela, 2017; Sarpal et al., 2019; Su et al., 2017; Yang et al., 2015). 

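A list of 45 DNA replication genes had a median log2 fold change of 1.99 in Myc+E2f/Dp. In that condition 43 of the 45 had a positive fold change and 37 were called higher (limma's camera, Benjamini-Hochberg adjusted p = 8.97e-20). In Yki*+Dp the median was 0.05 (limma's camera, Benjamini-Hochberg adjusted p = 0.941) and in Yki WT it was 0.04 (adjusted p = 0.903). The direct comparison gave a median difference of 2.01, with 37 genes called higher in Myc+E2f/Dp (limma's camera, Benjamini-Hochberg adjusted p = 2.59e-25). With the correlation between genes estimated from the libraries, the adjusted p of this list was 0.012 for Myc+E2f/Dp and 0.00987 for the direct comparison (limma's camera, Benjamini-Hochberg). The median in Yki*+Dp sat close enough to 0 that leaving out Yki*+Dp replicate 2 turned it to -0.00. *E2f1* itself was 5.05 higher on the log2 scale in Myc+E2f/Dp than in Yki*+Dp, in 3 of 3 libraries (limma, Benjamini-Hochberg adjusted p = 8.06e-10).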

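*aPKC*, on chromosome 2R from 14944458 to 14962969, had 2.93 ± 0.409 (SD, n = 3) TPM in control, 12.4 ± 1.64 (SD, n = 3) in Yki*+Dp and 12.2 ± 5.18 (SD, n = 3) in Myc+E2f/Dp. *aPKC* had a log2 fold change of 1.46 (standard error 0.171; limma, Benjamini-Hochberg adjusted p = 6.11e-05) in Yki*+Dp and 0.98 (limma, Benjamini-Hochberg adjusted p = 4.71e-04) in Myc+E2f/Dp, each in 3 of 3 libraries, with a difference of -0.48 (limma, Benjamini-Hochberg adjusted p = 0.0322). *crb*, on chromosome 3R from 24295078 to 24314541, had 2.98 ± 0.566 (SD, n = 3) TPM in control, 11.1 ± 1.47 (SD, n = 3) in Yki*+Dp and 8.68 ± 1.88 (SD, n = 3) in Myc+E2f/Dp. The log2 fold change of *crb* was 1.31 (standard error 0.112; limma, Benjamini-Hochberg adjusted p = 8.10e-06) in Yki*+Dp and 0.59 (limma, Benjamini-Hochberg adjusted p = 8.41e-04) in Myc+E2f/Dp, each in 3 of 3 libraries, and the conditions differed by -0.72 (limma, Benjamini-Hochberg adjusted p = 2.70e-04). *ex*, on chromosome 2L from 431227 to 448701, rose from 2.93 ± 0.673 (SD, n = 3) TPM to 13.1 ± 2.11 (SD, n = 3) in Yki*+Dp and stood at 3.61 ± 0.478 (SD, n = 3) in Myc+E2f/Dp. It had a log2 fold change of 1.54 (standard error 0.109; limma, Benjamini-Hochberg adjusted p = 2.81e-06) in Yki*+Dp, in 3 of 3 libraries, and differed by -1.92 (limma, Benjamini-Hochberg adjusted p = 1.19e-07) in Myc+E2f/Dp. Against control the value of *ex* in Myc+E2f/Dp was -0.38 (limma, Benjamini-Hochberg adjusted p = 0.0105), and TPM as deposited turned it to 0.24, which is below the shift of the median gene under that setting. *arm* and *baz* rose in Yki*+Dp by 0.76 and 0.62 on the log2 scale, in 3 of 3 libraries each and under the fold threshold (limma, Benjamini-Hochberg adjusted p = 2.82e-05 and 6.06e-04). The direct difference was -0.60 (limma, Benjamini-Hochberg adjusted p = 7.24e-05) for *arm* and -0.09 (limma, Benjamini-Hochberg adjusted p = 0.459) for *baz*, and *baz* turned to 0.25 with TPM as deposited. Of these 5 genes, 3 were called in Yki*+Dp and all 5 had an adjusted p below 0.05 there, the same counts as adjusted over the list alone; the study chose the genes on these libraries. Of the same 5 genes in Myc+E2f/Dp, 3 were higher and 1 lower at an adjusted p below 0.05, each under the fold threshold. The 22 septate junction genes, whose products seal neighboring cells, had a median log2 fold change of 1.22 in Yki*+Dp, where 21 were positive and 15 were called higher (limma's camera, Benjamini-Hochberg adjusted p = 1.04e-10). Their median in Myc+E2f/Dp was 0.70, with 3 called higher (limma's camera, Benjamini-Hochberg adjusted p = 0.0149), and in Yki WT it was 0.39 (adjusted p = 8.45e-05). With TPM as deposited the Myc+E2f/Dp list was not past the threshold (limma's camera, Benjamini-Hochberg adjusted p = 0.114), although its median there was 1.49. That lay 0.75 above the median gene, against 0.65 as scaled, so the rise of the median gene does not account for the lost call. The conditions differed by a median of -0.50 over the list, 21 of 22 genes being lower in Myc+E2f/Dp (limma's camera, Benjamini-Hochberg adjusted p = 1.14e-04). This difference shrank to -0.08 with TPM as deposited, against a median gene that rose. The 19 apical and basolateral polarity genes, which include *aPKC*, *crb*, *ex*, *arm* and *baz* and so are not independent of the paper's choice, had medians of 0.62 in Yki*+Dp, with 5 called higher, and 0.16 in Myc+E2f/Dp (limma's camera, Benjamini-Hochberg adjusted p = 1.99e-05 and 0.890). Their direct difference was -0.41 (limma's camera, Benjamini-Hochberg adjusted p = 0.00134), which shrank to -0.00 with TPM as deposited, again against a median gene that rose. In Yki WT the polarity median of 0.02 was too small for a direction, and it turned negative with the 75th percentile scaling.

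**Figure D2:**
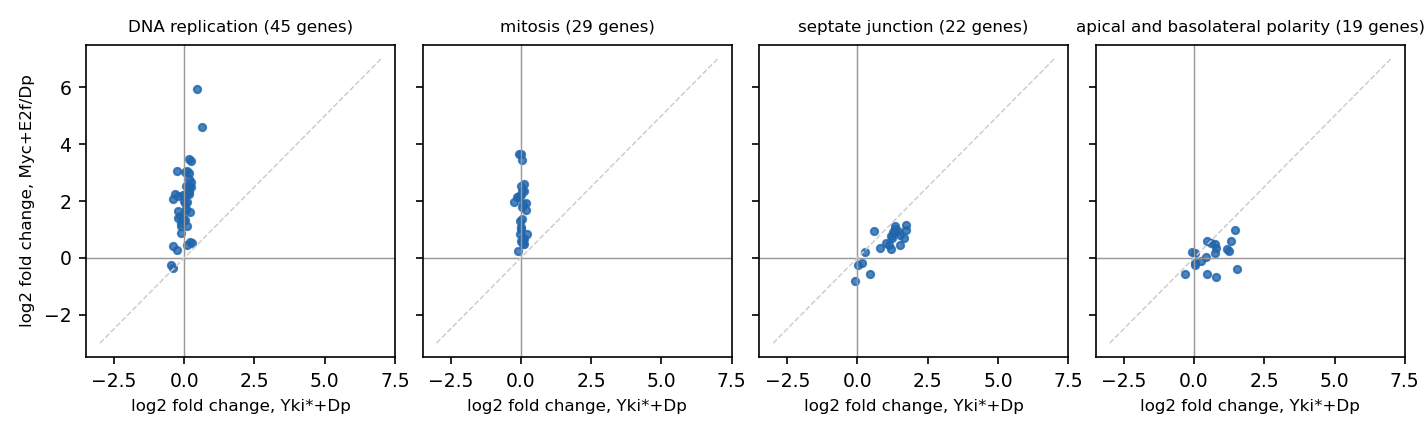
Log2 fold changes against control of single genes in Yki*+Dp (horizontal axes) and Myc+E2f/Dp (vertical axes) for 4 gene lists: DNA replication (45 genes), mitosis (29), septate junction (22) and apical and basolateral polarity (19). Each point is a gene and the dashed line marks equal change; replication and mitosis genes lie mostly above it, with all 29 mitosis genes higher in Myc+E2f/Dp than in Yki*+Dp, and septate junction genes mostly below it, with 1 of 22 above.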

We also observed significant upregulation of *yki* expression in Myc+E2f/Dp-expressing glands, suggesting that Yki could be engaged in epithelial remodeling in both oncogenic conditions.

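In Myc+E2f/Dp, whose transgenes do not include *yki*, the *yki* gene had 122, 175 and 55.9 TPM in the 3 libraries. Its log2 fold change against control was 1.94 (standard error 0.400; limma, Benjamini-Hochberg adjusted p = 0.00141), higher in 3 of 3 libraries, and without Myc+E2f/Dp replicate 3 it was 2.47. The level remained below that of Yki*+Dp, with a difference of -2.29 (limma, Benjamini-Hochberg adjusted p = 5.66e-04). The transcript table splits *yki* into 4 transcripts, and most of the variation lay in 1 of them. FBtr0309372 had 2.58 ± 0.335 (SD, n = 3) TPM in control and 359 ± 39.6 (SD, n = 3) in Yki*+Dp, so it is the transcript to which reads of the *yki* transgene were assigned. The Myc+E2f/Dp libraries had 83.6, 132 and 17.3 TPM in the 3 libraries, and in Yki WT 55.2, 51.6 and 139 TPM. The other 3 transcripts together had 12.5 ± 1.46 (SD, n = 3) TPM in control, 31.9 ± 2.18 (SD, n = 3) in Yki*+Dp, 40.1 ± 3.05 (SD, n = 3) in Myc+E2f/Dp and 21.8 ± 2.60 (SD, n = 3) in Yki WT. After scaling by the library factors, FBtr0309372 took 81.6%, 85.5% and 45.9% of the rise of *yki* in the Myc+E2f/Dp libraries.

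**Figure D3:**
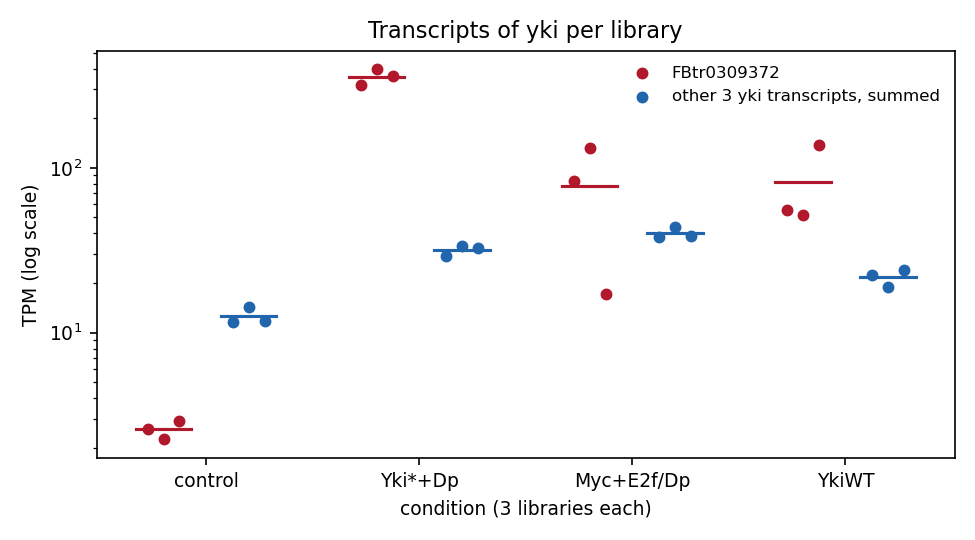
TPM of the *yki* transcript FBtr0309372 and of the other 3 *yki* transcripts together in each of the 12 libraries (TPM as deposited). FBtr0309372 ranges from 17.3 to 132 TPM among the Myc+E2f/Dp libraries, while the other transcripts lie at 38.1, 43.6 and 38.6 TPM in the same libraries.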

Oncogenic gene expression in the AG engages common tumorigenic gene networks described in other tumor models, even in the absence of mitosis (Hamaratoglu and Atkins, 2020; Khan et al., 2013; Logeay et al., 2022). In particular, we observed significant overlap with a gene expression signature from the *Drosophila* metastatic tumor model of oncogenic Ras combined with the loss of epithelial polarity through loss of the Scribble (Scrib) protein (*Ras^V12^,scrib^−/−^* mutant) (Fig. 4C) (Atkins et al., 2016; Kulshammer et al., 2015) and wound healing gene expression profiles (Khan et al., 2017) (Table S5). 

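*Jra* and *kay* encode the Jun and Fos subunits of AP-1, through which JNK acts on transcription. *Jra* had 8.78 ± 0.624 (SD, n = 3) TPM in control, 24.0 ± 3.46 (SD, n = 3) in Yki*+Dp and 25.4 ± 5.92 (SD, n = 3) in Myc+E2f/Dp. Its log2 fold changes were 0.99 (standard error 0.103; limma, Benjamini-Hochberg adjusted p = 2.80e-05) and 0.64 (standard error 0.103; limma, Benjamini-Hochberg adjusted p = 2.54e-04), in 3 of 3 libraries each and under the fold threshold. *kay* had 5.51 ± 0.805 (SD, n = 3) TPM in control, 11.8 ± 0.481 (SD, n = 3) in Yki*+Dp and 23.6 ± 7.50 (SD, n = 3) in Myc+E2f/Dp. The log2 fold change of *kay* in Myc+E2f/Dp was 1.13 (standard error 0.121; limma, Benjamini-Hochberg adjusted p = 1.42e-05), in 3 of 3 libraries, and leaving out Myc+E2f/Dp replicate 3 lowered it to 0.98, under the fold threshold; in Yki*+Dp it was 0.64 (limma, Benjamini-Hochberg adjusted p = 0.00157). The 3 PDGF- and VEGF-related ligand genes behaved differently. *Pvf1* rose in Yki*+Dp by 0.48 (limma, Benjamini-Hochberg adjusted p = 0.00834) and was lower in Myc+E2f/Dp at -0.73 (limma, Benjamini-Hochberg adjusted p = 2.82e-04), in 3 of 3 libraries each, a direct difference of -1.21 (limma, Benjamini-Hochberg adjusted p = 8.01e-06). TPM as deposited turned the Myc+E2f/Dp value of *Pvf1* to 0.07, below the shift of the median gene. *Pvf2* went from 0.0561 ± 0.0190 (SD, n = 3) TPM in control to 3.11, 2.99 and 12.8 TPM in the Myc+E2f/Dp libraries, a log2 fold change of 2.11 (standard error 0.325; limma, Benjamini-Hochberg adjusted p = 1.95e-04), and did not pass in Yki*+Dp at 0.23 (limma, Benjamini-Hochberg adjusted p = 0.615). *Pvf3* rose in Myc+E2f/Dp by 1.06 (limma, Benjamini-Hochberg adjusted p = 9.92e-05), in 3 of 3 libraries, and by 0.94 and 0.92 without control replicate 3 and without Myc+E2f/Dp replicate 3, under the fold threshold. In Yki*+Dp it rose by 0.35 (limma, Benjamini-Hochberg adjusted p = 0.0868). *trbl* rose in Myc+E2f/Dp by 0.73 (limma, Benjamini-Hochberg adjusted p = 6.05e-04), under the fold threshold, and not detectably in Yki*+Dp, at 0.13 (limma, Benjamini-Hochberg adjusted p = 0.488). The ligand gene *upd1* stayed under the expression filter, with 0.0276 ± 0.00845 (SD, n = 3) TPM in control and 0.141 ± 0.0799 (SD, n = 3) in Myc+E2f/Dp. *Ptp61F*, which encodes a phosphatase of the JAK/STAT pathway and lies on chromosome 3L from 1342493 to 1475257, had 11.2 ± 1.68 (SD, n = 3) TPM in control, 26.8 ± 2.86 (SD, n = 3) in Yki*+Dp and 51.6 ± 15.8 (SD, n = 3) in Myc+E2f/Dp. It was called in Myc+E2f/Dp, with a log2 fold change of 1.29 (standard error 0.126; limma, Benjamini-Hochberg adjusted p = 7.34e-06), and stood at 0.83 (limma, Benjamini-Hochberg adjusted p = 3.79e-04) in Yki*+Dp, in 3 of 3 libraries each. The JAK/STAT inhibitor gene *Socs36E* rose by 0.93 (limma, Benjamini-Hochberg adjusted p = 0.00138) in Myc+E2f/Dp, in 3 of 3 libraries and under the fold threshold, and did not pass in Yki*+Dp at 0.33 (limma, Benjamini-Hochberg adjusted p = 0.198). Together with *Mmp1*, *upd2* and *upd3* these were 12 genes, 10 of them tested. Myc+E2f/Dp had 6 called higher, 9 were higher at an adjusted p below 0.05 and 1, *Pvf1*, was lower. In Yki*+Dp 2 were called higher and 6 were higher at an adjusted p below 0.05. The counts of higher genes were the same adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries.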

The overlap with wound healing and tumorigenic signatures encompasses genes involved in promoting proliferation (*Jra/kay*, Pvf, *trbl*, Upd) as well as genes more recently described to be part of an aberrant ‘pro-senescence’ program induced by JNK signaling present in wounding and tumorigenic models (*Mmp1*, *Ptp61F*, *Socs36e*) (Floc'hlay et al., 2023). This demonstrates that genes involved in cancer hallmarks can be activated in the adult secretory AG epithelium, even in the absence of proliferation.

### Overexpression of the ERG ortholog Ets21C drives cell cycle re-entry in the adult AG and synergizes with Myc to increase DNA replication

In our RNAseq study, the *ERG* ortholog and JNK target *Ets21C* was significantly upregulated in both Myc+E2f/Dp and Yki*+Dp conditions. 

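*Ets21C*, on chromosome 2L from 544925 to 552923, had 0.401 ± 0.245 (SD, n = 3) TPM in control, 2.07 ± 0.231 (SD, n = 3) in Yki*+Dp, 4.42 ± 1.72 (SD, n = 3) in Myc+E2f/Dp and 0.908 ± 0.301 (SD, n = 3) in Yki WT. The rise on the log2 scale was 1.43 (standard error 0.195; limma, Benjamini-Hochberg adjusted p = 8.50e-05) in Myc+E2f/Dp, in 3 of 3 libraries, and 1.23 to 1.63 with 1 library left out at a time. In Yki*+Dp it was 1.00 (standard error 0.195; limma, Benjamini-Hochberg adjusted p = 0.00202), in 3 of 3 libraries. That value rounds to the fold threshold and lies under it; 6 of the alternatives put it past, and leaving out single libraries moved it between 0.90 and 1.19. The direct difference of 0.43 (limma, Benjamini-Hochberg adjusted p = 0.0802) between the conditions was not past the threshold, and neither was the rise of 0.47 (limma, Benjamini-Hochberg adjusted p = 0.158) in Yki WT. With *Mmp1*, *puc* and *upd3*, *Ets21C* makes up the 4 tested genes of the 5 that the paper names first among its tumor genes. All 4 were called higher in Myc+E2f/Dp; in Yki*+Dp 2 were called and all 4 had an adjusted p below 0.05, as when adjusted over the list alone, which the study chose on these libraries. From the overlap of these profiles with wound healing and tumor signatures, the paper concludes that cancer hallmark genes can be activated in the adult gland epithelium without proliferation.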

Ets21C has previously been shown to transcriptionally activate cell cycle genes, including many E2f-regulated targets (Zhang et al., 2022). We therefore wondered whether Ets21C overexpression could drive endocycle re-entry in the quiescent adult AG and how it compared to E2f or Myc overexpression.

A 4-day EdU labeling assay was conducted to assess endocycle re-entry from days 6-10 across various conditions: Yki*, Myc without E2f, Ets21C, Ets21C+Myc, E2f/Dp and Myc+E2f/Dp (Fig. 5A). Observations indicated no or few EdU-labeled cells under control conditions (*hsflp* with only *UAS-GFP* and *P35*) and for Yki* (Fig. 5B). Myc overexpression resulted in a modest, yet statistically significant, increase in EdU-labeled cells compared to the control, reflecting an increase from approximately one cell per ten animals to an average of one cell per animal (Fig. 5B). By contrast, increased EdU labeling was observed in conditions expressing Ets21C, Myc+Ets21C, E2f/Dp and Myc+E2f/Dp. When combined with Myc, both E2f/Dp and Ets21C expression induced an increased number of EdU^+^ cells per animal as well as increased nuclear DNA content (Fig. 5C). We suggest that, as described in the *Drosophila* intestine, high levels of Ets21C expression act in a manner similar to high E2f activity to induce cell cycle genes involved in endocycling and DNA replication (Zhang et al., 2022), which is enhanced and potentiated by co-expression with Myc.

**Fig. 5.**
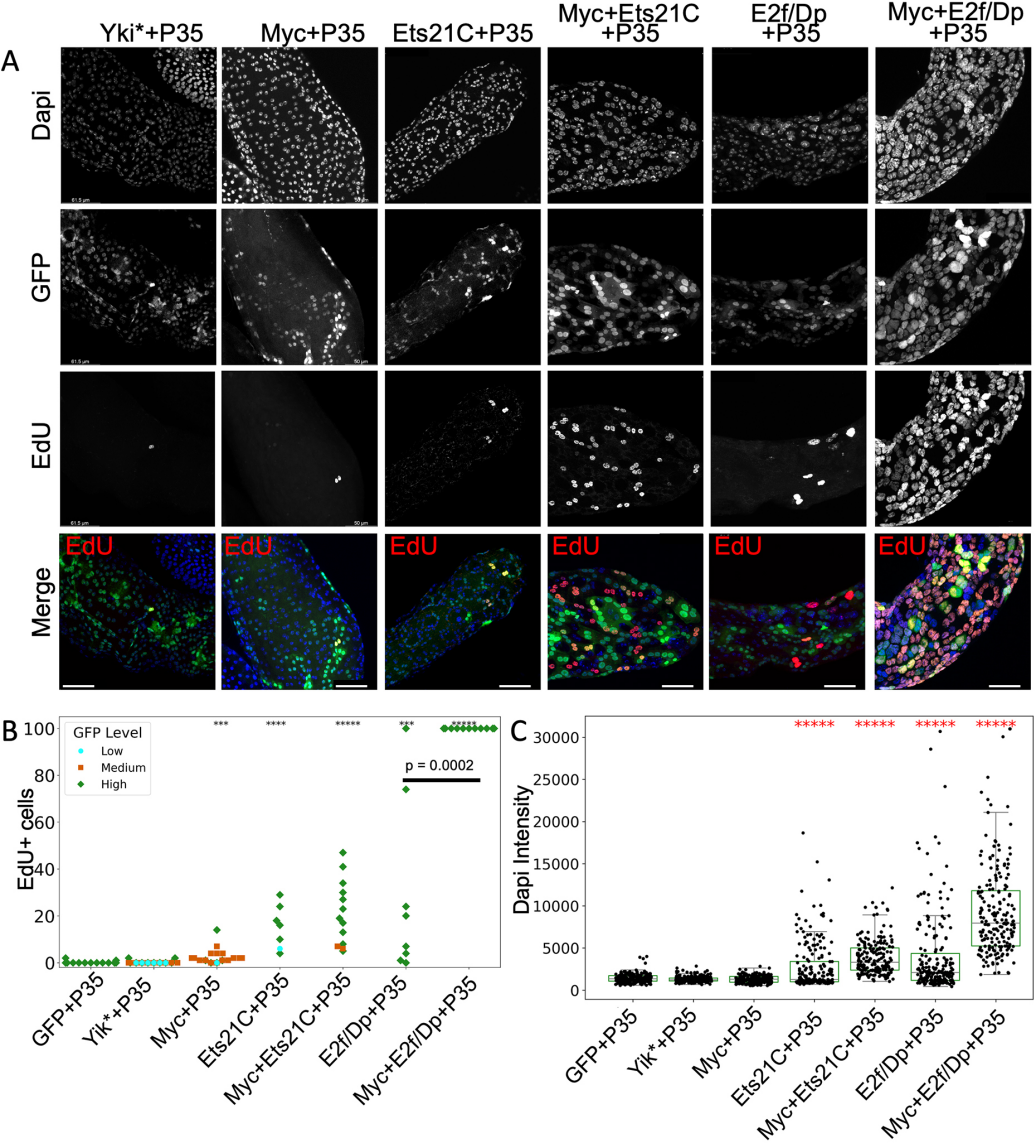
**Ets21C overexpression in the *Drosophila* accessory gland leads to increased DNA replication and aneuploidy.** (A) EdU assays for DNA replication in adult glands from 6 to 10 days of expression of the indicated transgenes. Sample sizes: GFP+P35, *N*=14; Myc+P35, *N*=22; Ets21C+P35, *N* =7; Myc+Ets21C+P35, *N*=5; E2f/Dp+P35, *N*=7; Myc+E2f/Dp+P35, *N*=12; Yki*+P35, *N*=8. Scale bars: 50 µm. (B) Quantification of EdU^+^ cells for the indicated genotypes; the dot color indicates the level of GFP expression based on the scale shown in Fig. S1C-F. Samples with >100 EdU^+^ cells were plotted at a maximum of 100. Note that every sample from the Myc+E2f/Dp+P35 condition has >100 labeled cells. (C) DAPI intensity quantifications from 200 randomly selected nuclei for four biological replicates for 10-day-old samples of the indicated genotypes. For EdU comparisons, we applied the two-sided Wilcoxon–Mann–Whitney test comparing experimental genotypes against the control (GFP+P35) condition. ***P≤0.001, ****P≤0.0001, *****P≤0.00001.

### High Ets21C promotes non-autonomous increases in nuclear size

Throughout our studies, we noted frequent examples in tissues overexpressing Ets21C, as well as combinations of Myc+Ets21C and Myc+E2f/Dp, whereby GFP^−^ cells residing near GFP^+^ cells exhibited altered characteristics, suggesting that the oncogenic signaling in these conditions has non-autonomous effects. To assess this possibility, we examined nuclear DAPI intensity for 100 GFP^+^ cells and nearby GFP^−^ cells across four biological replicates for overexpression of Ets21C, Myc+Ets21C, E2f/Dp and Myc+E2f/Dp (Fig. 6A,B). We observed increased DAPI intensity across all genotypes for GFP^+^ cells. When we examined nuclear DAPI intensities for GFP^−^ cells near GFP^+^ cells, we also observed increased DNA content, suggesting non-autonomous induction of endocycling, which we also observed in our EdU labeling experiments. The non-autonomous effects of Myc+E2f/DP on nuclear size do not require P35, and removing P35 expression did not lead to detectable cell death as assayed by cleaved *Drosophila* Caspase 1 (also known as Dcp-1) (Fig. S10).

**Fig. 6.**
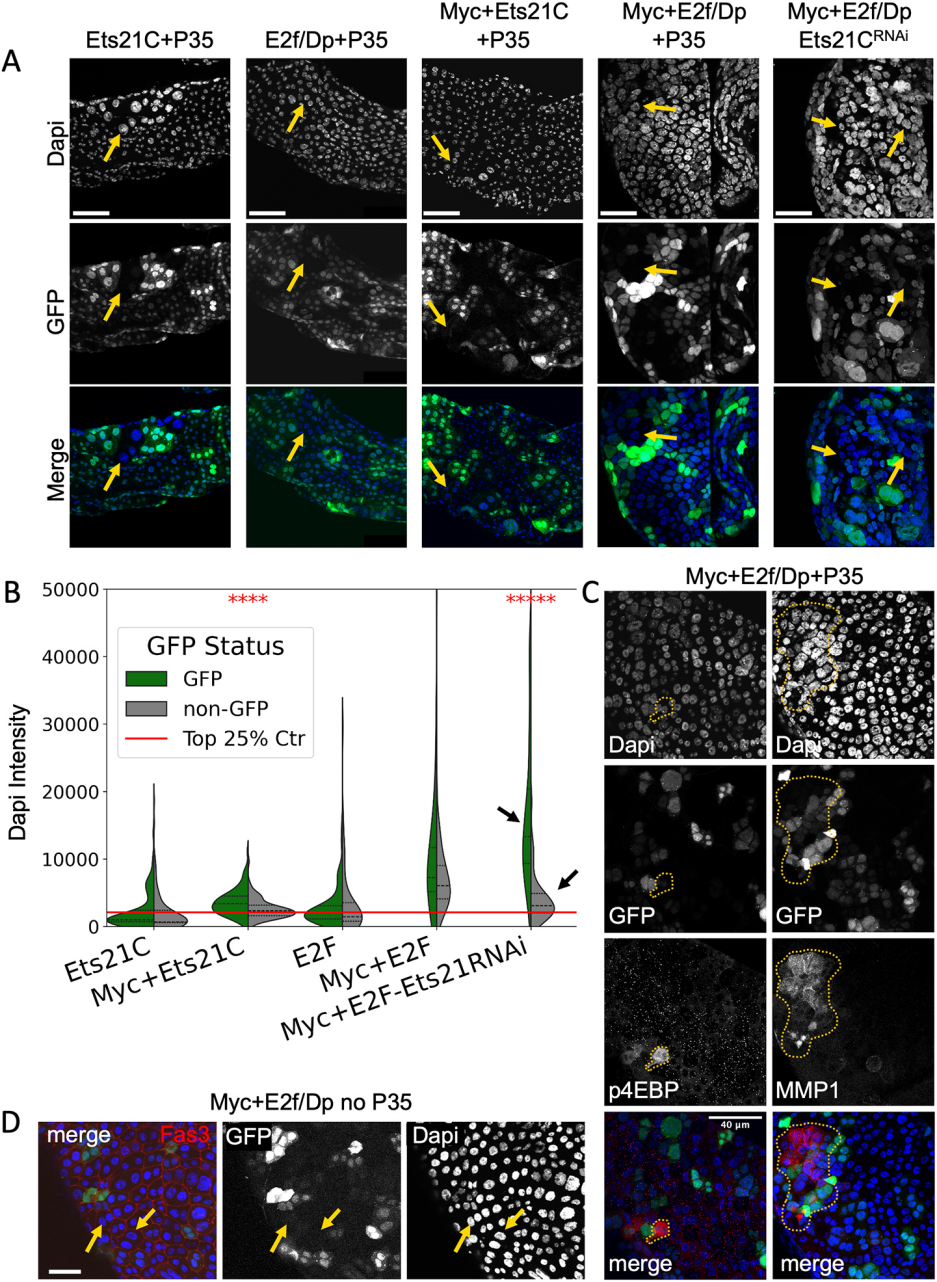
**Non-autonomous endocycling in GFP^−^ cells neighboring oncogene-expressing cells.** (A) Adult *Drosophila* accessory glands expressing Ets21C+P35, E2f/Dp+P35, Myc+Ets21C+P35, Myc+E2f/Dp+P35 and Myc+E2f/Dp+Ets21C^RNAi^ exhibit enlarged GFP^+^ nuclei as well as GFP^−^ enlarged nuclei near GFP^+^ cells (yellow arrows). Scale bars: 50 µm. (B) A split-violin plot of DAPI intensities for the indicated genotypes shown in A, showing GFP^+^ (green) versus GFP^−^ (gray) nearby cells. Black arrows indicate a significant change in DAPI intensity for GFP^+^ versus GFP^−^ nuclei when Ets21C^RNAi^ is co-expressed with Myc+E2f/Dp. For each genotype, 100 GFP^+^ and GFP^−^ nuclei were quantified across four biological replicates. Statistics used a mixed linear model regression model to account for within-replicate variability. The red line indicates the upper quartile of DAPI intensity for the control (expressing only P35 and GFP). ****P≤0.0001, *****P≤0.00001. (C) Examples of Mmp1 and p4EBP staining in GFP^+^ and GFP^−^ cells of Myc+E2f/Dp+P35-expressing glands. (D) Examples of GFP^+^ and GFP^−^ nuclei (yellow arrows) expressing Myc+E2f/Dp without P35. Sample size: *N*=4. Scale bar: 50 µm.

Non-autonomous effects of JNK signaling can be propagated through production of paracrine signaling factors, such as Upd ligands or diffusible reactive oxygen species (ROS), both of which can be triggered by aneuploidy (Clemente-Ruiz et al., 2016; Khan et al., 2017; La Fortezza et al., 2016; Muzzopappa et al., 2017; Santabarbara-Ruiz et al., 2015). Consistent with this, we observed non-autonomous activation of Mmp1 expression and p4EBP in adjacent GFP^−^ nuclei when Myc+E2f/Dp was expressed (Fig. 6C). Ets21C, which is induced by JNK, has also been shown to activate expression of ligands that have non autonomous effects on growth, such as *upd3*, *upd1*, *Mmp1* and *Pvf1* (Mundorf et al., 2019; Toggweiler et al., 2016). Therefore we examined the effect of knocking down Ets21C using RNAi in the presence of Myc+E2f/Dp co-expression. Knocking down Ets21C by RNAi with Myc+E2f/Dp co-expression had little effect on nuclear DAPI intensity in GFP^+^ cells but had a strong effect on reducing DAPI intensity in neighboring GFP^−^ cells (Fig. 6A,B). As the Myc+E2f/Dp+Ets21C RNAi line does not contain P35, we confirmed that the non-autonomous effect of Myc+E2f/Dp on GFP^−^ cells also occurs in the absence of P35 (Fig. 6D).

### Endocycling prostate cancer cells upregulate genes orthologous to those upregulated in oncogene-expressing *Drosophila* AGs

After chemotherapy, a minority of cancer cells in the treated population exit mitosis and undergo cell cycle variants including endomitosis and endoreduplication. These cancer cells exhibit increased survival, hyperplasia and increased genomic content, i.e. they are in a large, polyaneuploid state (Kim et al., 2023; Lin et al., 2019; Pienta et al., 2021). These endocycling cells can also enter senescence-like states that can impact the tumor microenvironment in a non-autonomous manner (Lin et al., 2019; Niu et al., 2021). To examine whether oncogenic gene expression in *Drosophila* AG resembles the polyaneuploid state in human prostate cancer cells, we induced polyploidy in a PC3 human prostate cancer cell line using docetaxel treatment. By 3 days of culture with 5 nM docetaxel, most PC3 cells had died or arrested their cell cycle. Following our previously established protocols for endocycling cell formation (Kim et al., 2023; Mallin et al., 2023), we removed the docetaxel on day 3, provided cells with fresh culture medium and tracked continued cellular growth for up to 60 days in culture (Fig. 7A,B; Fig. S11). We confirmed that at least a portion of this growth is due to endocycling, evident from EdU incorporation in S-phase cells with enlarged and multiple nuclei (Fig. S11).

**Fig. 7.**
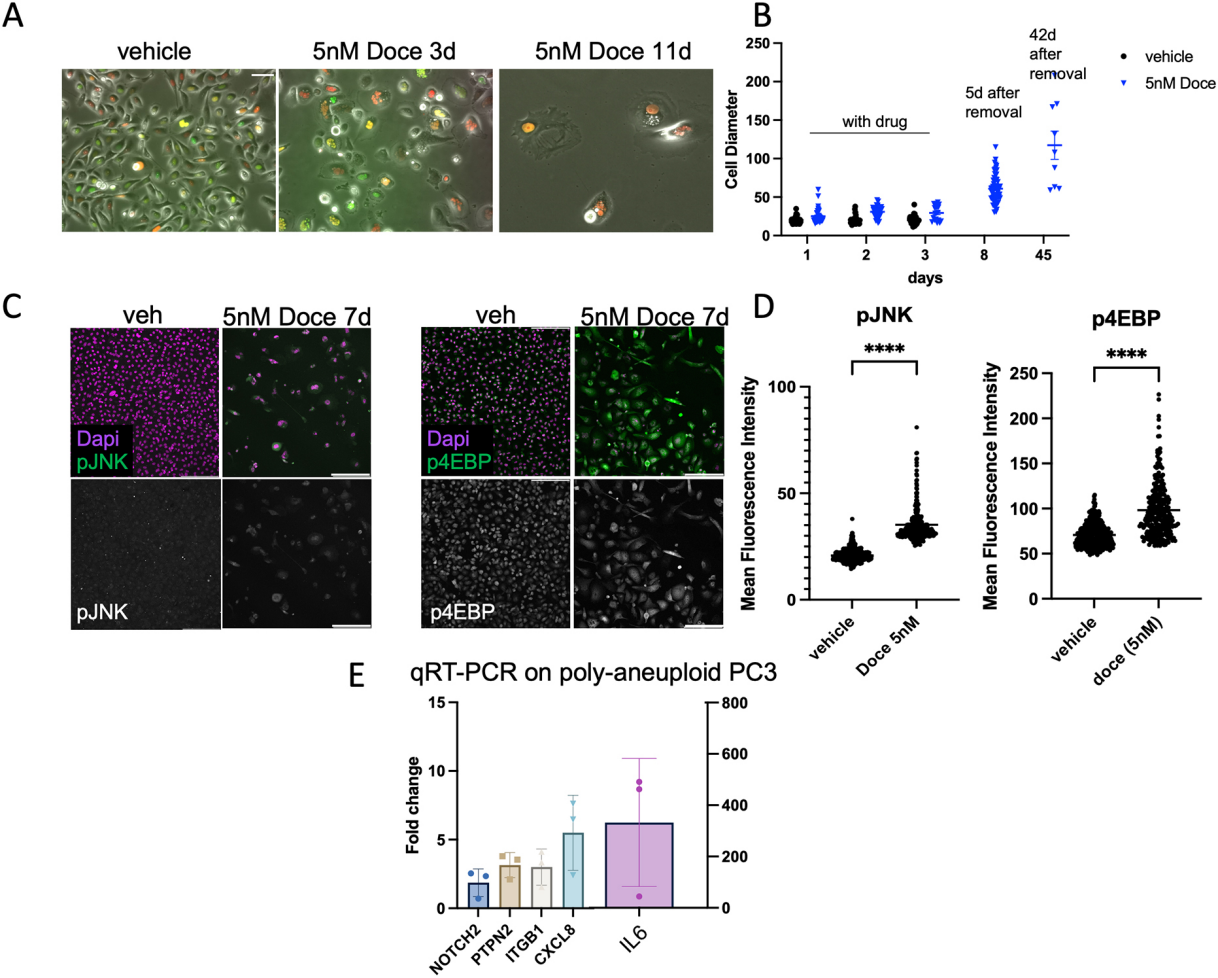
**Polyaneuploid prostate cancer cells upregulate stress and growth signaling genes orthologous to those upregulated in oncogene-expressing *Drosophila* accessory glands.** (A) Cultured PC3 cells stably expressing cell cycle reporters p27K-Venus (G0) and CDT1-mCherry (G0/G1) were treated with vehicle only (DMSO) or 5 nM docetaxel (Doce) for 3 days, after which most PC3 cells die. (B) After drug removal, long-term-surviving PC3 cells continue to grow for over a month as shown by increasing cell size. (C,D) PC3 polyaneuploid cells 5 days after drug removal exhibit increased pJNK and p4EBP. Methods for measurements of mean fluorescence intensity across three replicates with a two-tailed *t*-test with Welch's correction are described in the Materials and Methods. (E) qRT-PCR analysis of the indicated genes was performed on RNA isolated from surviving PC3 cells 10 days after drug removal. Gene expression levels were normalized across samples using *ACTB* with control RNA (from vehicle only-treated cells) set to 1 to indicate the fold change in expression. Note that fold change for *IL6* transcript is shown on the right *y*-axis, as average fold change exceeded 300. Scale bars: 50 µm (A), 200 µm (C).

Our PC3 cell line is a clonal sub-line that stably expresses two cell cycle reporters, a p27-based Venus reporter that accumulates during the G0 phase of the cell cycle but is degraded during G1, S and G2/M (Oki et al., 2014), and a component of the FUCCI cell cycle reporter system, CDT1-N-terminus (1-32) fused to mCherry, which accumulates during G0 and G1 phases but is degraded during S-phase, G2 and M (Sakaue-Sawano et al., 2008). With these reporters, cell cycle arrest in G0 can be distinguished from cycling by live-cell imaging as well as flow cytometry (Pulianmackal et al., 2021). We found that most surviving cells after docetaxel treatment become quiescent by 21 days and remain in G0, with only a small fraction continuing to endocycle (Fig. S11).

The cell cycle arrest of surviving cells could be due to expression of cell cycle inhibitors in response to the endocycling state that results in increased genomic content. Indeed, we observed high levels of expression of the cell cycle inhibitor p21 (also known as CDKN1A), along with high levels of phosphorylated ATM, both of which are induced by DNA damage and genetic instability. We also observed a small number of endocycling cells with high p16 (also known as CDKN2A) expression, a cell cycle inhibitor that is normally epigenetically silenced in PC3 cells (Chi et al., 1997; Jarrard et al., 1997; Kondo et al., 2008), but may become expressed in a small subset of cells as they enter a senescence-like state in response to sustained DNA damage and cell cycle arrest (Steiner et al., 2000) (Fig. S12).

We next examined whether the surviving polyaneuploid PC3 cells upregulate the signaling pathways we observed in postmitotic AG cells. We observed upregulation of JNK (also known as JNK1-3 in human) signaling (via phosphorylation of JNK) and TOR signaling [via phosphorylation of 4EBP (also known as EIF4EBP in human)] in surviving PC3 cells (Fig. 7C,D). Based upon overlap with our RNAseq datasets and the wound-healing and *Ras^V12^,scrib^−/−^*-based tumor model datasets, we prepared a list of genes to examine for their expression in polyaneuploid PC3 cells. From a list of 35 *Drosophila* genes (which included genes within the TNF, EGF, PDGF, Notch, JAK/STAT and JNK pathways), we generated a list of ∼135 predicted human orthologs (Hu et al., 2011) (Table S3). 

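Table S3 gives the *Drosophila* genes as 35 entries, 1 of which names 2 genes (*Krn* and *grk*), so 36 symbols were looked up in the gland libraries. Of these, 29 passed the expression filter. Myc+E2f/Dp had 15 called higher, 24 were higher and 2 lower at an adjusted p below 0.05; in Yki*+Dp 10 were called higher and 25 were higher at an adjusted p below 0.05 (26 adjusted over the list alone). In Yki WT 3 were called higher and 8 were higher at an adjusted p below 0.05 (9 adjusted over the list alone). The list was drawn up in part from these same libraries, so the counts are not independent evidence. At least 1 of Myc+E2f/Dp and Yki*+Dp called 19 of the 29 genes higher, and both called 6, namely *upd3*, *Mmp1*, *dl*, *Itgbn*, *spi* and *Mec2*. *Mec2*, on chromosome X from 19188035 to 19190193, had 0.561 ± 0.354 (SD, n = 3) TPM in control, 14.3 ± 2.27 (SD, n = 3) in Yki*+Dp, 5.42 ± 2.18 (SD, n = 3) in Yki WT and 1.54, 2.76 and 9.52 in the Myc+E2f/Dp libraries. The log2 fold change of *Mec2* was 3.14 (standard error 0.382; limma, Benjamini-Hochberg adjusted p = 8.17e-05) in Yki*+Dp and 1.12 (standard error 0.382; limma, Benjamini-Hochberg adjusted p = 0.0239) in Myc+E2f/Dp, in 3 of 3 libraries each. The Myc+E2f/Dp call rested on single libraries. Without Myc+E2f/Dp replicate 3 the value was 0.61 and without control replicate 3 it was 0.94, neither past the threshold, and over the alternatives the adjusted p ran from 0.00322 to 0.0823 (limma, Benjamini-Hochberg). The EGF ligand genes *grk* and *Krn* were called in Myc+E2f/Dp at 2.01 (limma, Benjamini-Hochberg adjusted p = 7.13e-07) and 1.16 (limma, Benjamini-Hochberg adjusted p = 2.27e-06), and stood at 0.91 and 0.90 in Yki*+Dp, in 3 of 3 libraries each. The TNF gene *egr* was called in Myc+E2f/Dp at 1.25 (standard error 0.152; limma, Benjamini-Hochberg adjusted p = 3.51e-05), in 3 of 3 libraries, and did not pass in Yki*+Dp at 0.26 (limma, Benjamini-Hochberg adjusted p = 0.208). *Nrg*, which encodes a septate junction protein, was called in Yki*+Dp at 1.12 (limma, Benjamini-Hochberg adjusted p = 6.38e-04), in 3 of 3 libraries. Of the 29 genes, *bsk* alone had no adjusted p below 0.05 in either condition, at 0.14 in Myc+E2f/Dp and 0.18 in Yki*+Dp (limma, Benjamini-Hochberg adjusted p = 0.0967 and 0.0521). *slow* stayed under the expression filter, with 0.0810 ± 0.0383 (SD, n = 3) TPM in control and 0.415 ± 0.175 (SD, n = 3) in Yki*+Dp. The human genes and the PC3 cell data that follow from this list were not analysed here.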

We next examined data from docetaxel-treated PC3 cells accumulated from our other studies (Schmidt et al., 2025) to generate a shorter overlapping list of 13 genes, which we examined by quantitative reverse transcription PCR (qRT-PCR). We observed increased expression of several genes we saw upregulated in oncogene-expressing *Drosophila* glands by qRT-PCR in PC3 polyaneuploid cells, including *NOTCH2* (ortholog of *Notch*), *PTPN2* (ortholog of *Ptp61F*), *ITGB1* (ortholog of *Beta-integrin*), and the unpaired ligands *CXCL8* (encodes IL-8 protein) and *IL6* (Fig. 7E). Other genes from our ortholog list exhibited upregulated secretion by polyaneuploid PC3 cells, as measured by cytokine array on conditioned media from polyaneuploid PC3 cells at 10 days post treatment (Mallin et al., 2025). Secreted factors include several matrix metalloproteinases (orthologs of Mmp1), IL-6, TNF (Eiger ortholog), AREG and EGF (Vein, Spi, Grk orthologs) and PDGF-B (Pvf2 and 3 orthologs). These results suggest that our postmitotic model in the *Drosophila* AG recapitulates specific features of human prostate cancer driven by cells that survive chemotherapeutic treatment by entering the endocycling state.

## DISCUSSION

We present an *in vivo* postmitotic and polyploid prostate cancer model in the *Drosophila* AG. Our model displays many phenotypic hallmarks of tumorigenesis, such as disruption of epithelial organization, apical invasion and basal extrusion, cellular and nuclear hypertrophy, and compromised tissue differentiation. All of these phenotypes could be activated in postmitotic cells in the absence of proliferation. Our results reveal that postmitotic cells can activate a conserved network of tumorigenesis and wound-healing-related genes, and likely engage in recently described feedback loops between a JNK-dependent senescent-like gene expression state and a JAK/STAT-induced pro-growth state that engages with the tissue microenvironment in an autocrine as well as paracrine manner (Jaiswal et al., 2023). Our results demonstrate that these feedback loops and gene expression programs are cell states that can be achieved entirely independent of cell proliferation and can even, under rare conditions, result in basal extrusion phenotypes reminiscent of neoplasia without proliferation. Finally, our investigations into prostate cancer cells that survive therapeutic insult by engaging an endocycling program suggest that these signaling states and gene expression changes are conserved in non-mitotic polyploid human prostate cancer cells. Fig. 8 presents a model for non-proliferative oncogenic signaling in the adult *Drosophila* accessory gland, illustrating that oncogenic pathways can drive epithelial remodeling and tumorigenic features without inducing proliferation.

**Fig. 8.**
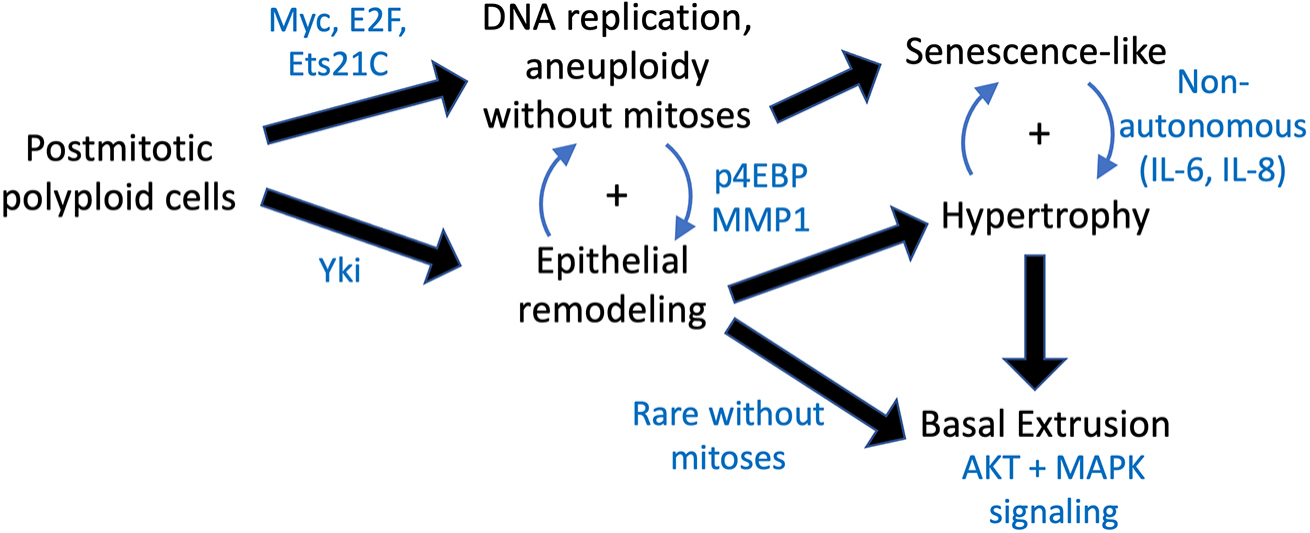
**A model for non-proliferative oncogenic signaling in the adult *Drosophila* accessory gland.** Oncogenic stimuli, such as activation of Myc, E2f or Ets21C, promote endocycling leading to aneuploidy, while oncogenic activation of Yki preferentially triggers epithelial remodeling. Both processes can engage each other, leading to extrusion or hypertrophy accompanied by gene expression resembling senescence-like states that can non-autonomously promote tissue hypertrophy.

### Non-proliferative polyploid cells in cancer

Not all cells in tumors proliferate. Polyploid cancer cells are frequently found in human cancerous tissues, with ∼37% of all human tumors reported in The Cancer Genome Atlas Pan-Cancer dataset showing evidence of polyploid DNA content (Bhathal et al., 1985; Liu, 2018). Polyploidy has been found to occur via several mechanisms, including increasing the number of nuclei, cytokinesis failure (Caldwell et al., 2007; Fujiwara et al., 2005; Meraldi et al., 2002), cell cannibalism by entosis (Augimeri et al., 2023; Krajcovic and Overholtzer, 2012) and cell fusion (Brodbeck and Anderson, 2009; Hosaka et al., 2004). Additionally, cells can become polypoid by increasing genomic content via endoreplication (Holland and Cleveland, 2009).

Polyploid giant cancer cells have been associated with resistance to cancer therapy in cell culture experiments (Barok et al., 2011; Kim et al., 2023; Lin et al., 2019; Liu, 2018), and can be induced by factors such as hypoxic conditions, chemotherapeutic drugs and irradiation treatments *in vitro* (Fei et al., 2019; Kaur et al., 2015; Lanvin et al., 2013), which can result in increased migration and invasion capabilities, epithelial–mesenchymal transition-related protein expression and MMP expression (Fei et al., 2019; Lv et al., 2014; Mallin et al., 2023; Wang et al., 2019; Zhou et al., 2022).

Our cell culture model for endocycling cancer cells is limited in that it is a monoculture. The chemotherapy-induced endocycling prostate cancer cells exhibit JNK activation, a DNA damage response, and gene expression changes similar to those observed in the *Drosophila* AG after oncogenic activation. Most strikingly, we observed very strong upregulation of IL6 and CXCL8 expression, consistent with senescence-like phenotypes in the polyaneuploid state (Niu et al., 2021; Pienta et al., 2022, 2021). Interestingly, several STATs (STAT3, STAT5A/B) are genetically mutated and lost in PC3 cells (Seim et al., 2017; Spiotto and Chung, 2000). This suggests that the non-autonomous proliferative effects of the surviving large, polyaneuploid PC3 cells, perhaps through IL-6 and IL-8 release, should be examined in co-culture experiments with other prostate cell lines that retain the full JAK/STAT signaling pathway. This will also be important to examine in co-culture studies with immune cells and other cells of the prostate cancer microenvironment. PC3 cells have been shown to potentially signal via IL-6 protein in a paracrine manner (Lou et al., 2000). Future work should confirm the secretion of these paracrine factors by the cells in the large polyaneuploid state and examine their effects on other cells non-autonomously, to gain a deeper understanding of how cancer cells in this state impact the tumor microenvironment.

### The timing of oncogene activation and cell cycle exit

Activation of oncogenic Ras^V12^ expression during the proliferative phase of *Drosophila* AG development was shown to frequently lead to neoplastic-like basal extrusions of cells that lack cell polarity and exhibit signaling consistent with a tumorigenic state (Rambur et al., 2020). In our study, we find that activation of oncogenic Ras^V12^ expression in the adult *Drosophila* AG rarely progresses to basal extrusions, despite high levels of MAPK and PI3K/Akt signaling. We attribute this to loss of cell cycle and cell state plasticity after cell cycle exit and maturation in the adult gland. The *Drosophila* AG cells exit from the mitotic cell cycle ∼55-60 h after puparium formation, but it is not known exactly when the AG cells commit to their terminal cell fate. After exit from the mitotic cell cycle, the AG undergoes additional endocycles, which appear to also occur in the Ras^V12^-induced basal extrusions, suggesting that cell fate is not totally compromised, although other aspects of epithelial differentiation, such as cell polarity, may be abrogated. We recently showed that the AG main cells exit from the cell cycle ∼4-6 h post eclosion in adults, after an additional round of endocycling, with only rare cells (<2% of the gland) continuing to endocycle (Box et al., 2024). As our genetic manipulations in this study occur after exit from the endocycle, we speculate that the additional developmental time somehow reshapes and limits the AG response to Ras^V12^ overexpression. Studies comparing the gene expression networks induced by Ras^V12^ at different developmental times in this tissue could reveal the molecular basis for these differential effects of oncogenic activity.

Although basal extrusions are rare in our study, we readily observed apical protrusions and invasions into the luminal space of the AG. We also observed loss of proper cell–cell junctional protein localization, suggesting that partial defects in cell polarity occur, although not to the extent observed in basal extrusions (Rambur et al., 2020). Epithelial polarity disruptions can lead to the aberrant localization of growth factor receptors, potentially creating feedback loops that promote tumorigenic signaling and impact cells non-autonomously. Additionally, the upregulation of Mmp1, observed in our models, is indicative of JNK signaling, cellular stress and active invasion into surrounding tissues. In cancer, even partial polarity loss can be associated with the acquisition of invasive capabilities, often marked by the enhanced expression of MMPs. Of note, recent work has also suggested that inhibition of Yki activity in the adult AG can lead to some of the phenotypes we report here under Yki activation, including Mmp1 expression, cellular hypertrophy, epithelial disruption and growth signaling (Bhattacharya et al., 2024). This suggests that Yki activity may need to be carefully controlled as Yki activity levels that are too high or too low could induce stress responses in this tissue.

In the proliferative developing fly eye, neoplastic-like conditions have been shown to generate polyploid cells that promote tumor growth. In these cells, JNK signaling and Yki activity cooperate to promote growth while levels of the mitotic Cyclin, Cyclin B are suppressed, thereby preventing entry into mitosis leading to endoreplication (Cong et al., 2018). However, it is unclear in this developmental context whether Cyclin B suppression occurs at a transcriptional or post-transcriptional level. 

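*Cdk1*, on chromosome 2L from 10384739 to 10386262, had 0.0790 ± 0.0664 (SD, n = 3) TPM in control glands and 15.9 ± 3.57 (SD, n = 3) in Myc+E2f/Dp, higher in 3 of 3 libraries, a log2 fold change of 3.45 (standard error 0.316; limma, Benjamini-Hochberg adjusted p = 4.28e-06). It was 3.41 higher in Myc+E2f/Dp than in Yki*+Dp (limma, Benjamini-Hochberg adjusted p = 4.98e-06). *CycB*, on chromosome 2R from 22803521 to 22806948, stayed under the expression filter and was not tested. It had 0.102 ± 0.0439 (SD, n = 3) TPM in control, 0.137 ± 0.0794 (SD, n = 3) in Yki*+Dp, and 0.0832, 0.296 and 0.242 TPM in the Myc+E2f/Dp libraries, a range that overlaps control. In the Yki WT libraries *CycB* was 0.0799, 0.0900 and 0.649 TPM, and replicate 3, the highest of all 12 libraries, was also the highest Yki WT library for *CycA*, *aurB*, *Cdk1* and *polo*, with 1.02, 0.678, 1.73 and 1.46 TPM. A list of 29 mitosis genes had a median log2 fold change of 1.78 in Myc+E2f/Dp, where all 29 were positive and 20 were called higher (limma's camera, Benjamini-Hochberg adjusted p = 7.09e-11). With 1 library left out at a time this median ran from 1.13 to 1.84. The medians were 0.03 in Yki*+Dp and 0.12 in Yki WT (limma's camera, Benjamini-Hochberg adjusted p = 0.941 and 0.170). In Yki*+Dp the direction turned negative, -0.01, with a filter at 5 TPM, and in Yki WT it turned to -0.01 without replicate 3. The direct comparison gave a median difference of 1.74 between Myc+E2f/Dp and Yki*+Dp (limma's camera, Benjamini-Hochberg adjusted p = 4.41e-13).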

Although we see mRNA for several mitotic regulators increase in the Myc+E2f/Dp-expressing AGs (e.g. *aurA*, *aurB*, *Cdk1*, *CycA*, *polo*), *Cyclin B* transcript remains low, suggesting that it may be transcriptionally silenced in the postmitotic gland. An important difference in our model compared to the developing fly eye neoplastic-like tumors is that the cells undergoing hypertrophy or extrusion in the adult AG are not already in a proliferative state. Further work will be needed to tease apart whether cycling versus postmitotic endocycling cells engage different mechanisms to limit mitoses and induce polyploidy.

### JNK signaling, Ets21C induction and non-autonomous effects in the absence of proliferation

In the context of Myc+E2f/Dp, Myc+Ets21C, Ets21C and E2f/Dp overexpression, evidence of excessive endoreplication and aneuploidy was observed, indicative of genomic instability. Aneuploidy can lead to proteotoxic stress due to imbalances in gene expression that result in JNK activation, ROS production, dysregulation of autophagy and, ultimately, hallmarks of tumorigenesis (Joy et al., 2024). Our RNAseq data suggest that this also occurs in postmitotic cells of the AG, as we observed upregulation of genes involved in DNA damage, genetic instability, response to ROS and protein misfolding, although, unlike the aneuploidy arising from chromosomal instability in proliferating tissues, the aneuploidy in endocycling AGs likely arises from incomplete S-phases. 

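A list of 20 DNA damage response genes had a median log2 fold change of 0.94 in Myc+E2f/Dp, where all 20 were positive and 9 were called higher (limma's camera, Benjamini-Hochberg adjusted p = 5.32e-07). In Yki*+Dp the median was 0.07, with *tefu* called higher and *mre11* called lower (limma's camera, Benjamini-Hochberg adjusted p = 0.477; limma's fry gave 0.0290). The direct comparison put the list 0.83 higher in Myc+E2f/Dp (limma's camera, Benjamini-Hochberg adjusted p = 7.20e-07). *mre11*, a gene of the list chosen here after its values were seen, had 6.71 ± 1.38 (SD, n = 3) TPM in control, 31.2 ± 6.64 (SD, n = 3) in Myc+E2f/Dp, 2.31 ± 0.811 (SD, n = 3) in Yki*+Dp and 2.49 ± 0.113 (SD, n = 3) in Yki WT. Its log2 fold changes were 1.30 (limma, Benjamini-Hochberg adjusted p = 3.35e-05), -1.56 (limma, Benjamini-Hochberg adjusted p = 2.31e-05) and -1.21 (limma, Benjamini-Hochberg adjusted p = 8.08e-04), each in 3 of 3 libraries. For the response to reactive oxygen species, the 25 tested genes whose symbols start with Gst (glutathione S-transferases) had a median of 0.93 in Yki*+Dp, with 21 positive and 9 called higher, and 0.51 in Yki WT, with 20 positive and 5 called higher (limma's camera, Benjamini-Hochberg adjusted p = 3.34e-05 and 1.67e-07). The Gst median in Myc+E2f/Dp was 0.30, with 2 called higher and 1 lower, and the list did not stand apart (limma's camera, Benjamini-Hochberg adjusted p = 0.645). The direct difference of -0.42 was past the threshold (limma's camera, Benjamini-Hochberg adjusted p = 0.00125). For protein misfolding, the 11 tested genes whose symbols start with Hsp (heat shock proteins) had medians of 0.50 in Myc+E2f/Dp, 0.77 in Yki*+Dp and 0.41 in Yki WT. The Yki WT median ran from 0.03 to 0.87 with 1 library left out at a time. In the same order 3, 4 and 2 of these genes were called higher and 1, 1 and 0 lower, with 8 of 11 positive in each condition. As a list they did not pass in any of the 3 (limma's camera, Benjamini-Hochberg adjusted p = 0.663, 0.129 and 0.467). In Yki*+Dp the heat shock list passed in 4 of the alternatives, and its adjusted p ran from 0.0130 to 0.723; one of these left out Yki*+Dp replicate 2, with a median of 1.31 (limma's camera, Benjamini-Hochberg). DNA content, reactive oxygen species and protein folding themselves were not measured in these libraries.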

Our gene expression profiles indicate strong upregulation of JNK signaling, with activation of known targets such as *puckered*, *Ets21C* and *Mmp1*. In addition, recent work has revealed non-autonomous signaling induced by a senescence-like program downstream of JNK signaling (Jaiswal et al., 2023) that can also be activated in non-dividing polyploid cells under pro-growth conditions (Huang et al., 2024).

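A list of 14 JNK pathway targets, which include *puc*, *Ets21C* and *Mmp1*, had a median log2 fold change of 0.80 in Yki*+Dp, where all 14 were positive and 4 were called higher (limma's camera, Benjamini-Hochberg adjusted p = 1.32e-04). The Myc+E2f/Dp median was 0.99, with 12 positive and 7 called higher, and ran from 0.65 to 1.06 with 1 library left out at a time. There the list was not past the threshold (limma's camera, Benjamini-Hochberg adjusted p = 0.0818) and passed with limma's fry (adjusted p = 0.00311); over the alternatives the adjusted p ran from 0.00311 to 0.684. In Yki WT the median was 0.35, with 12 positive and 1 called higher (limma's camera, Benjamini-Hochberg adjusted p = 0.00597). Myc+E2f/Dp and Yki*+Dp did not differ detectably for this list, with a median difference of -0.15 (limma's camera, Benjamini-Hochberg adjusted p = 0.616), a direction that turned positive with TPM as deposited and without the expression filter. The list also holds *upd3*, *Jra*, *kay*, *egr* and *rpr*, which the paper names for these libraries as well. Its test is therefore not independent of the paper's choice of genes. The other members, *hid*, *Pvr*, *Ilp8*, *cher*, *Atf3* and *Pax*, stood at 0.13, 0.02, 0.85, -0.81, -0.24 and 0.11 in Myc+E2f/Dp. In Yki*+Dp they stood at 0.29, 0.33, 1.21, 0.19, 0.09 and 1.37 in the same order.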

In *Drosophila*, Ets21C is upregulated in response to JNK signaling (Kulshammer et al., 2015; Toggweiler et al., 2016) as well as inactivation of the transcriptional repressor *capicua* (*cic*) (Jin et al., 2015). Here, we show that JNK signaling is increased in prostate cancer polyaneuploid cells, and human CIC has been shown to be a tumor suppressor in prostate cancer (Gupta et al., 2022; Seim et al., 2017), suggesting that the *Drosophila* AG recapitulates key signaling features of the human cancer, despite the postmitotic state of the fly prostate-like cells. Cic function is downregulated by Ras/MAPK signaling, through degradation, nuclear export or both (Astigarraga et al., 2007; Grimm et al., 2012; Jin et al., 2015; Roch et al., 2002; Tseng et al., 2007). Although we do not observe MAPK activity via phosphorylated ERK in our hypertrophic AGs, we do find high phosphorylated ERK in cyst-like basal extrusions. The JNK signaling induced in AGs expressing oncogenes may promote Ets21C activation, while the additional MAPK activation observed in basal extrusions may further elevate Ets21C via Cic inactivation to drive cell cycle targets to induce endocycling. Both Ets21C and Cic directly impact cell cycle targets involved in endoreplication and DNA synthesis, with Cic acting as a repressor and Ets21C acting as an activator (Jin et al., 2015; Zhang et al., 2022). These pathways converge on genes that promote endocycling activated by Myc and E2f/Dp, potentially leading to the excessive endocycling and nuclear anaplasia we observe in Myc+E2f/Dp conditions. The upregulation of *Drosophila Ets21C* in the AG in response to oncogenic signaling could be particularly significant, considering its homology to the human *ERG* gene and other ETS transcription factors, known for their involvement in prostate cancer (Adamo and Ladomery, 2016; Nicholas et al., 2019; Qian et al., 2022; Tomlins et al., 2005). Our data suggest that Ets21C plays roles in promoting endocycling and cell growth both cell autonomously and non-autonomously, consistent with studies revealing paracrine targets of Ets21C in proliferative and wound-healing contexts (Mundorf et al., 2019; Toggweiler et al., 2016; Worley et al., 2022). Our *Drosophila* model offers an opportunity to further examine the role of Ets21C in promoting tumorigenic signaling in non-mitotic cells and suggest a role for ERG in polyploid cells of prostate tumors.

### A common tumor gene expression profile occurs even in the absence of proliferation

Our transcriptomic analysis of the response to Myc+E2f/Dp and Yki*+Dp in the *Drosophila* AG revealed gene expression changes that overlap significantly (10.97-fold greater than expected by chance) with a common wound healing and tumorigenesis gene expression program (Floc'hlay et al., 2023). Interestingly, our results suggest shared commonality in the regulatory networks of tumor behavior and response to wounding in *Drosophila* AG and human prostate cancer cells, even in the absence of cellular proliferation (MacCarthy-Morrogh and Martin, 2020). This work is the beginning of disentangling the contribution of cell cycle plasticity to tumorigenic gene expression networks, and further studies in tissues with variant cell cycles could reveal additional aspects of tumorigenic programs that are proliferation independent.

## MATERIALS AND METHODS

### Staining and fixation

*Drosophila melanogaster* samples and dissected male AGs were fixed in a 4% paraformaldehyde/1× PBS solution for 30 min, followed by three 10 min washes in 1× PBS with 0.1% Triton X-100 (PBST). The samples were then permeabilized with 0.5% Triton X in PBS for 30 min and blocked in a solution of PBS, 0.1% Triton X-100 and 1% bovine serum albumin (BSA) for 10 min. Primary antibody incubation was conducted in PBS, 0.1% Triton X-100 and 1% BSA at 4°C overnight. This was followed by three washes in PBST and incubation in secondary antibodies conjugated with the required fluorophores, mixed in PBS with 0.3% Triton X-100, 0.1% BSA and 2% normal goat serum (PBT-X+2%NGS) at room temperature for 4 h or overnight at 4°C. For nuclear staining, DAPI was applied 1:1000 in PBST for 10 min, followed by three rinses of PBST, for 10 min each. The samples were mounted on glass slides using Vectashield mounting medium. Imaging was performed using a Leica SP5 confocal microscope.

Primary antibodies used in this study included Phospho Histone H3 Ser10 Mitosis Marker mouse (1:500; Millipore, 06-570), MMP1 catalytic domain mouse [1:10; Developmental Studies Hybridoma Bank (DSHB), 5H7B11-s, 3B8D12-s, 3A6B4-s], Dcp1 Cleaved *Drosophila* rabbit (1:1000; Cell Signaling Technology, 9578s Asp216), Integrin Beta PS (Mys) (1:100; DSHB, CF.611), Discs Large mouse (1:500; DSHB, 4F3), dp-ERK (1:500; Cell Signaling Technology, 4370s), Fas III (1:500; DSBH, 7G10), Coracle-heavy (1:100; DSHB, C615.16-s), P-AKT (1:200; Cell Signaling Technology, 4054s) and P-4E-BP (1:200; Cell Signaling Technology, 2855S). Secondary antibodies used in this study were Alexa Fluor 568 goat anti-mouse (1:2000; Invitrogen, A11031) or Alexa Fluor 568 goat anti-rabbit (1:2000; Invitrogen, A-11011), Alexa Fluor 594 F(ab′)2 goat anti-mouse (1:2000; Invitrogen, A11020) and Alexa Fluor 594 F(ab′)2 goat anti-rabbit (1:2000; Invitrogen, A11072).

### EdU labeling

EdU labeling was performed as instructed by the manufacturer's protocol using Click-iT™ Plus EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 555 dye (Thermo Fisher Scientific, C10638). For EdU assays, male flies were exposed to a 37°C water bath for 20 min on the day of eclosion. Animals were housed in a 25°C incubator and aged. Male flies were aged for 6 days post eclosion before being fed 1 mM EdU in 10% sucrose with blue food coloring for 4 days. A mixture of EdU and sucrose was applied to Whatman paper, which was then placed inside empty vials. This setup was refreshed every 2 days to prevent contamination.

### Fly rearing and mating

#### Fly stocks

Fly stocks (prefixed with ‘BL’ if from Bloomington *Drosophila* Stock Center) used were as follows: *w/w; UAS-P35/Cyo-GFP; act>CD2>Gal4, UAS-GFP(nls)/TM3-Ser-GFP* (*UAS-P35* from BL#5072, *act>CD2>Gal4* from BL#4780); *y,w,hs-flp^12^; +; UAS-yki* (*yki* from BL#28819); y,w,hs-flp^12^; UAS-E2f, UAS-DP/Cyo-GFP; yki* [*UAS-E2f1, UAS-DP* from Neufeld et al. (1998), constitutively active UAS-Yki* from BL#28817]; *y,w,hs-flp^12^; UAS-E2f, UAS-DP/Cyo-GFP; UAS-dMyc42/TM6B* [*UAS-E2f1, UAS-DP* from Neufeld et al. (1998), *dMyc* from BL#9675]; *y,w,hs-flp^12^;+;UAS-E2f1, UAS-Dp/TM6B* (BL#4770); y,w,hs-flp^12^; +; +; *y,w,hs-flp^12^; UAS-Rasv12/ CyO-GFP; +* (BL#5788 or BL#64196); *y,w,hs-flp^12^; +; UAS-dMyc/TM6B* (*dMyc* from BL#9675); *w/w; UAS-Ets21C/Cyo-GFP; act>CD2>Gal4, UAS-GFP(nls)/TM6B* [*Ets21C* from Külshammer et al. (2015), *act>CD2>Gal4* from BL#4780]; and *w/w; UAS-Ets21C-RNAi/Cyo-GFP; act>CD2>Gal4, UAS-GFP(nls)/TM6B* (*Ets21C-RNAi* Vienna *Drosophila* Resource Center #106153, *act>CD2>Gal4* from BL#4780).

For antibody staining, male flies 1-3 days after eclosion had transgene expression induced by exposing animals to a 37°C water bath for 20 min. Animals were housed at room temperature and aged for various timepoints. Sample sizes were not pre-determined. In figure legends, ‘*N*’ indicates biological replicates from individual animals.

We used FlyBase (release FB2025_01) to find information on phenotypes, gene function, *Drosophila* stocks and gene expression (Ozturk-Colak et al., 2024).

### Imaging/measurements/DAPI quantifications

Imaging was conducted using a Leica SP5 confocal microscope at various magnifications, with a *z*-section thickness of 1 μm. Maximum-intensity projections were created using LAS AF software (Leica Microsystems). Image quantification was carried out with Fiji software. For this process, regions of interest (ROIs) of similar size were manually outlined based on nuclear (DAPI) staining or antibody staining. To normalize the area for quantification, the integrated density was adjusted by subtracting the background measured in ROIs outside the tissue. Data for nuclear intensity and line scans are available in Tables S1 and S2.

### Flow cytometry

We followed the AG nuclear isolation and flow cytometry from Box et al. (2024) for ovaries and AGs. Vybrant DyeCycle Violet stain (Invitrogen) at 1:1000 was used for nuclear staining. Samples were lightly vortexed just prior to running on an Attune Flow Cytometer (Thermo Fisher Scientific).

### Bulk RNAseq

Male flies, 10 days post eclosion, were selected for dissection after visually confirming high transgene/GFP expression. Their AGs were extracted and immediately placed in TRIzol (Invitrogen, 15596026) for RNA preservation. Following the manufacturer's instructions, we isolated RNA from these samples. The prepared RNA samples were then sent to the University of Michigan's Sequencing Core for further analysis.

At the sequencing facility, we employed PolyA selection to create barcoded libraries for each sample. The integrity and quality of these libraries were verified using a Bioanalyzer and quantitative PCR. We conducted sequencing on the NovaSeq SP 100 cycle platform, ensuring high-read quality through FastQC assessments.

For data analysis, sequences were aligned using the Sleuth/Kallisto pipeline, with reference to the *Drosophila melanogaster* genes based on the Ensembl BDGP6.28 database. Differentially expressed genes were identified based on a log2 fold change threshold of ±1 (equivalent to a 2-fold change) and an adjusted *P*-value less than 0.05, unless otherwise stated.

### Cell culture

PC3 cells (ATCC) expressing G0-Venus and G1-mCherry fluorescent reporters were cultured as described previously (Pulianmackal et al., 2021). This line was authenticated and tested for mycoplasma as described (Zielske et al., 2023). For induction of polyploidy, cells were seeded into 12-well plates or chamber slides at a density of 1-5 million cells/ml and treated with vehicle [dimethyl sulfoxide (DMSO)] or 5-10 nM docetaxel (Cayman Chemical) in DMSO for 72 h. Medium containing vehicle or docetaxel was removed, adhering cells were washed with 1× PBS, fresh medium without DMSO or docetaxel was added, and cells were cultured for the indicated number of days post drug removal. For EdU labeling, 10 µM EdU was added to the medium for 3 h or 20 h prior to cell fixation in 4% PFA/PBS. EdU incorporation was assayed using an Alexa Fluor 647 Click-IT™ EdU detection kit (Thermo Fisher Scientific, C10640).

Phosphorylated JNK (pJNK) and p4EBP signal was quantified in PC3 cells using ImageJ. Briefly, confocal images of cells were used to create a cell mask by imposing a threshold (set to the same level as vehicle controls) with Gaussian blur of 1.5 radius to generate outlines of cells for the ROI manager, which was applied to the channel for the staining of interest to quantify mean fluorescence intensity via ‘measure’. Size limitations were imposed in the ‘Analyze particles’ function (pixels 10-5000) to remove particles smaller than 50% of a diploid cell but retain large polyploid cells. Values were plotted using GraphPad Prism, and a *t*-test with Welch's correction was performed.

### qRT-PCR

For qRT-PCR assays, total RNA was isolated from vehicle-treated PC3 or docetaxel-treated PC3 cells 10 days after drug removal. Reverse transcription with polyT and random primers was performed to generate cDNA, which was subsequently used for qRT-PCR. Three biological replicates were performed. Primer sequences for qRT-PCR assays are provided in Table S4.

### Statistical analysis and visualization

Our data were analyzed, statistically tested and visualized using a suite of Python packages, including Pandas, NumPy, Matplotlib, Matplotlib_venn, Seaborn, Networkx, Scipy and Statsmodels.api. Additionally, we employed Attune and LAS AF software, along with the R package Sleuth, for assessing differential expression and calculating fold changes.

For the EdU comparisons (Fig. 5), we applied the two-sided Wilcoxon–Mann–Whitney test using SciPy to compare experimental genotypes against the control condition. In analyzing nuclear intensity (Fig. 6), we leveraged statsmodels.api to conduct mixed linear model regression, comparing our experimental genotypes with the control. This dataset included 200 observations across four biological replicates per condition, with the mixed linear model regression offering a robust framework to account for within-replicate variability, unlike the Wilcoxon–Mann–Whitney test.

Line-scan data (Fig. 2) generated from Fiji were analyzed using NumPy for quartile range calculations and Matplotlib for visualization. We employed the Wilcoxon–Mann–Whitney test for violin plots to compare GFP^+^ nuclear intensity against non-GFP nuclear intensity (Fig. 6). Venn diagrams were created with Matplotlib and Matplotlib_venn (Fig. 4).

For constructing node graphs (Fig. 4), we used Networkx and Matplotlib, focusing on genes with an adjusted *P*-value of 0.05 or lower and a fold change of ±1 or greater. Gene Ontology (GO) term analysis of differentially expressed genes, adhering to the same thresholds, was conducted using the National Institutes of Health (NIH)'s Database for Annotation, Visualization, and Integrated Discovery (DAVID) for biological process categorization. Only GO terms meeting these significance and fold-change criteria were selected.

When creating heatmaps, we utilized GO datasets from Amigo 2, with differential gene expression thresholds for adjusted *P*-value and fold change as outlined for each genotype.

### Fold enrichment and hypergeometric distribution

Fold enrichment calculations provide a ratio comparing observed frequency in the subset to expected frequency if the distributions were random. Hypergeometric calculations use the hypergeometric distribution to calculate the probability of observing overlap between two or more sets, considering the sizes of the sets and the total population. We compared the upregulated gene sets for fold enrichment and statistical significance via hypergeometric calculations. We used a threshold of log_2_ fold change of 1 (2-fold change or greater) and an adjusted *P*-value of 0.05 or smaller for the bulk RNAseq data we generated. We used genes identified as statistically significant and upregulated in published work (listed in Table S5). The Python package Scipy.stats was used to calculate the hypergeometric probability number and the math package for converting the fold change to log_2_. We compared our datasets to the datasets in Table S5.

## Supplementary Material

10.1242/dmm.052001_sup1 Supplementary information

Table S1. Line plot data of Coracle fluorescence intensity in accessory gland epithelium (Fig. 3).

Table S2. Quantification of nuclear intensity in GFP+ vs non-GFP+ cells from *Drosophila* accessory glands (Fig. 6).

Table S3. Comparative gene expression profiles: *Drosophila* prostate-like endocycling cells vs polyaneuploid cancer cells.

How the deposited data were processed for this re-analysis (not part of the article)

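Expression was measured in 12 RNA libraries of adult male accessory glands, 3 for each of the control (GFP+P35), Yki*+Dp, Yki WT and Myc+E2f/Dp genotypes, each from 80 to 100 glands dissected at day 10. Libraries were grouped by the genotype and replicate number that the sample labels give, under the names the paper uses. The label of the Yki*+Dp libraries also lists an E2f1 transgene, which the paper describes as no longer efficiently induced in that line.

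The authors made the TPM values by selecting poly-A RNA, sequencing stranded libraries on a NovaSeq SP flow cell with 100 cycles and assigning reads to the transcripts of Ensembl BDGP6.28 with kallisto, and they deposited TPM per transcript and TPM per gene. The paper's text does not name the kallisto version or options, or the number of reads per library. Summing the transcripts gave the gene values to within 3.64e-12 TPM, so the gene values carry no further step. Each library adds up to the same total, and TPM keeps no depth. The depth per library is therefore unknown, and no counting error could be attached to a value; the precision of each statement rests on the spread of 3 libraries. The authors tested genes with sleuth, which needs kallisto's resampled estimates; these were not used here, and limma was run on the TPM values in its place.

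From the deposited TPM, each library was scaled by the median of ratios over the 6633 genes with at least 1 TPM in all libraries, a pseudocount of 1 was added and log2 was taken. Genes with at least 1 TPM in 3 or more libraries were kept, which left 8128 of 14323. One linear model over the 4 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The comparisons were each oncogene genotype against control and Myc+E2f/Dp against Yki*+Dp. The thresholds, an adjusted p of 0.05 and a log2 fold change of 1, are those of the paper's methods. The overlap of raised genes was tested with the hypergeometric distribution over the tested genes, and the effect of the shared control libraries on overlap and correlation was simulated 100 times, with genes drawn independently. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

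Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over 76 tests, 19 lists in each of the 4 comparisons. The lists covered DNA replication, mitosis, DNA damage, septate junctions, polarity, targets of the JNK, JAK/STAT and Hippo pathways, ribosome biogenesis, accessory gland and seminal fluid proteins, glutathione S-transferases, heat shock proteins, and markers of testis, ejaculatory duct, fat body, muscle, hemocytes, neurons and secondary cells. Of 293 genes written by name, 289 were in the gene table. Some lists, among them JNK, JAK/STAT and polarity, hold genes that the paper names for these libraries. Tests of those lists are not independent of its choice. A list of early germline and testis tip genes was added after the values were seen, and its p-values were adjusted over 80 tests, these 76 and its own. The prefix of the accessory gland list also takes in *Acph-1*, an acid phosphatase gene. Lists taken from the paper (Fig. 4B, Table S3 and genes named in its text) were counted at the same thresholds, with p-values adjusted over all tested genes and over the list alone.

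The sample grouping, the tests, the gene lists other than the testis tip list, the alternatives and the rule for naming genes were set before the data were examined. By that rule the text names every gene the paper names for these libraries, the 3 genes with the largest rise and the 3 with the largest fall in each comparison with control among called genes whose libraries lay on one side of all control libraries, and members of the tissue marker lists. Other genes are said to have been chosen after their values were seen. The alternatives were TPM as deposited and the 75th percentile for scaling, pseudocounts of 0.1 and 0.5, no filter and a filter at 5 TPM, a fit of only the groups compared, the replicate number as a block, no intensity trend, limma's treat, fold thresholds of 0.5 log2 and 1 natural log, transcript values, a background of genes with a mean of 5 TPM, camera with estimated correlation, fry, and leaving out each library in turn.

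Coordinates are from Ensembl's BDGP6.54 annotation of the dm6 assembly. The deposited tables hold no coordinates, and gene symbols were matched by name, with 13719 of the table's symbols found in the name table. TPM of genes that share sequence with a near copy depends on how kallisto divided their reads, which the tables do not show. The model was tested on simulated data with the means and spreads of the 8128 genes, of which 200 were changed in 1 group: 99% of the changed genes and 1 unchanged gene were called, and the median absolute error of the log2 fold changes of the changed genes was 0.05. The changed genes were taken from those well above the expression filter, and their changes were past the fold threshold. Low genes and changes near the threshold were therefore not covered. Genes were drawn independently, and the scaling and filter steps were not part of the test. A simulated list of 40 genes that was shifted had a camera p of 1.32e-37 and a random list of 40 genes had 0.890. The microscopy, the PC3 cell data and the comparison with the Ras V12,scrib-/- tumor data were not analysed here.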

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

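The genes below were named by the rule set before any value was known, and the 3 tests of technical explanations for them were chosen after the rises had been seen. They are genes with the largest rises in a condition that the paper's text and main figures do not name for these libraries, each above its level in control. The genes in Fig. S9, which the paper cites for a DNA replication signature of Myc+E2f/Dp, were not used here, so whether *PCNA*, a replication gene, is shown there was not checked.

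In Myc+E2f/Dp, 3 such genes were nearly silent in control. *CG3906*, on chromosome 2R from 23511286 to 23512225, went from 0.0444 ± 0.0214 (SD, n = 3) TPM in control to 105 ± 31.5 (SD, n = 3), a log2 fold change of 6.12 (standard error 0.143; limma, Benjamini-Hochberg adjusted p = 1.68e-10). *PCNA*, the replication clamp gene on chromosome 2R from 20261754 to 20262883, went from 0.183 ± 0.107 (SD, n = 3) TPM to 105 ± 14.8 (SD, n = 3), with 5.93 (standard error 0.248; limma, Benjamini-Hochberg adjusted p = 1.11e-08). *CG14545*, on chromosome 3R from 25850410 to 25851291, went from 0.0442 ± 0.0323 (SD, n = 3) TPM to 68.4 ± 21.2 (SD, n = 3), with 5.51 (standard error 0.142; limma, Benjamini-Hochberg adjusted p = 4.17e-10). Each was higher in 3 of 3 libraries.

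In Yki*+Dp the gene that rose most was *lectin-28C*, on chromosome 2L from 7857077 to 7860120, from 1.27 ± 0.310 (SD, n = 3) TPM to 210.1 ± 62.3 (SD, n = 3), a log2 fold change of 6.26 (standard error 0.269; limma, Benjamini-Hochberg adjusted p = 1.28e-07) in 3 of 3 libraries. It stood at 0.82 (limma, Benjamini-Hochberg adjusted p = 0.0196) in Myc+E2f/Dp and 1.49 (limma, Benjamini-Hochberg adjusted p = 0.00559) in Yki WT, and Myc+E2f/Dp differed from Yki*+Dp by -5.44 (limma, Benjamini-Hochberg adjusted p = 4.55e-08). *CG13117*, on chromosome 2L from 9736645 to 9737949, rose from 1.27 ± 0.197 (SD, n = 3) TPM to 60.8 ± 16.1 (SD, n = 3), with 4.49 (standard error 0.510; limma, Benjamini-Hochberg adjusted p = 5.00e-05) in 3 of 3 libraries.

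In Yki WT, *CG43403*, on chromosome 2L from 2620187 to 2620782, rose from 1.92 ± 0.600 (SD, n = 3) TPM to 187 ± 25.7 (SD, n = 3), a log2 fold change of 6.06 (standard error 0.481; limma, Benjamini-Hochberg adjusted p = 2.95e-05), and was also higher in Myc+E2f/Dp at 3.37 (limma, Benjamini-Hochberg adjusted p = 1.14e-04) and in Yki*+Dp at 2.27 (limma, Benjamini-Hochberg adjusted p = 0.00322). *Obp56g*, an odorant-binding protein gene on chromosome 2R from 19783484 to 19784043, had 58.7 ± 38.8 (SD, n = 3) TPM in control and 1765, 2014 and 611 in the Yki WT libraries, with 4.63 (standard error 0.577; limma, Benjamini-Hochberg adjusted p = 6.34e-04). Its rise was 3.79 (limma, Benjamini-Hochberg adjusted p = 1.82e-04) in Myc+E2f/Dp and 4.28 (limma, Benjamini-Hochberg adjusted p = 1.66e-04) in Yki*+Dp. *CG34227*, on chromosome 2R from 11248126 to 11248610, had 0.0593 ± 0.0318 (SD, n = 3) TPM in control and 8.99, 5.92 and 22.1 in Yki WT, with 3.69 (standard error 0.823; limma, Benjamini-Hochberg adjusted p = 0.0164). Each of the 3 was higher in 3 of 3 Yki WT libraries, but *CG34227* rested on single libraries: without control replicate 1, control replicate 3 or Yki WT replicate 3 it was not past the threshold, and without the last its log2 fold change was 3.22.

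A change of library scaling moves all genes of a library by 1 factor. Between TPM as deposited and the scaling used, the median log2 fold change of all genes moved by at most 0.68 in the 3 conditions, against the smallest rise of 3.69, so a difference of scaling of this size does not account for these rises. RNA of fat body or hemocytes, tissues that lie near the gland, would bring their own abundant transcripts. The 8 fat body markers under 1 TPM in control had a median log2 fold change of at most 0.13 in any of the 3 conditions, and the 5 such hemocyte markers at most 0.47, below that smallest rise. These low markers moved little, on a log2 scale that understates changes of low genes. Markers of a tissue need not rise as much as its most abundant transcripts, so this comparison excludes neither tissue as the source. Of the marker lists, control glands expressed 2 of 10 fat body genes at 1 TPM or more, the highest being *Cyp4g1* and *FASN1* at 2.04 to 3.23 TPM, where they can hide a small share. These 2 did rise in places: *Cyp4g1* to 17.5 and 68.3 TPM in Yki WT replicates 1 and 2, with 1.40 in replicate 3, and *FASN1* to 10.7 to 15.2 TPM in Myc+E2f/Dp. The highest of the other fat body markers, *apolpp*, stayed at 1.76 TPM or less in Myc+E2f/Dp and at 0.655 or less in Yki WT, and the source of the *Cyp4g1* and *FASN1* rises was not tested. Control glands also expressed 5 of 10 hemocyte genes, the highest being *srp* at 6.59 to 9.07 TPM. As a list, the 9 tested hemocyte markers rose by a median of 0.44 in Yki*+Dp and 0.53 in Yki WT (limma's camera, Benjamini-Hochberg adjusted p = 0.0179 and 0.00650), and *crq* went from 4.32 to 6.20 TPM in control to 14.1 to 18.5 in Yki*+Dp and 13.6 to 24.1 in Myc+E2f/Dp, log2 fold changes of 1.21 and 0.94 (limma, Benjamini-Hochberg adjusted p = 4.83e-05 and 1.26e-04). A rise of hemocyte RNA therefore stays open, as does a response of these genes in the gland. Reads shared between near copies of a gene could not be examined from TPM, other tissues were not tested for these genes, and a response to the oncogenes remains a hypothesis.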

How the results depend on the processing

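The alternatives were set before any value was known, except the correlation with different control libraries and the 2 fits that left members out of a list, which were chosen after seeing the data. Of 169 gene results, 112 kept their direction and their side of the threshold under every alternative run; of 76 list results, 11 did. Where a result changed, the cause was not tested unless a cause is given.

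Counts of called genes followed the fold threshold by construction. At 0.5 log2 the counts were 2800 in Myc+E2f/Dp, 1657 in Yki*+Dp, 515 in Yki WT and 2292 between Myc+E2f/Dp and Yki*+Dp, with 445 raised in both. At 1 on the natural log scale they were 466, 277, 89 and 416, with 49 raised in both, and with limma's treat 438, 205, 26 and 378, with 19 raised in both. TPM as deposited called 2448 genes in Myc+E2f/Dp, 2340 higher and 108 lower, and 452 raised in both. Pseudocount 0.1 called 318 in Yki WT and 271 raised in both, at least 1 transcript past the thresholds gave 213 raised in both, and a background of genes with a mean of 5 TPM gave 93. Myc+E2f/Dp replicate 3 carried part of that condition's count: without it 352 genes were called higher, against 581.

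Each count also faced the other ways to divide its 6 libraries into 3 and 3. For Myc+E2f/Dp 1 of the 10 splits, the real one, gave as many called genes, and the same 1 of 10 held for Yki*+Dp, for Yki WT and for Myc+E2f/Dp against Yki*+Dp. With 3 libraries against 3 the share cannot go under 0.1, so the share itself does not exclude chance. The other 9 splits called 0 genes in each of the 4 comparisons, and at an unadjusted p below 0.05 they gave 40 to 404, 58 to 502, 109 to 488 and 68 to 740 genes, against 5541, 3821, 2004 and 5005 for the real split. A split that mixes the conditions also widens the spread within its groups. On simulated data 0 genes were called in an unchanged group.

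TPM as deposited carries the rise of the median gene, so list medians shift upward with it. Septate junction genes in Myc+E2f/Dp (1.49) and hemocytes in Yki*+Dp (0.67) lost their call. The mitosis list in Yki*+Dp gained one at 0.0886, below the median gene, as did testis markers (-0.41 in Myc+E2f/Dp, -0.30 in Yki*+Dp and -0.10 between them) and duct markers (-0.52 and -0.69 in the 2 conditions). Directions reversed for ribosome biogenesis (0.76 in Myc+E2f/Dp, 0.30 in Yki*+Dp and 0.41 between them), fat body in Yki*+Dp (0.0643), and, between Myc+E2f/Dp and Yki*+Dp, JNK targets (0.17), Hippo targets (0.22), heat shock proteins (0.0853) and duct markers (0.0549). Among genes, *aurA* (0.0683) and *aurB* (0.0114) reversed in Yki*+Dp, *ex* (0.24) and *Pvf1* (0.0685) in Myc+E2f/Dp, and *baz* (0.25) between the conditions. The 75th percentile reversed values near 0: in Myc+E2f/Dp ribosome biogenesis (0.0217) and *CycB* (-7.30e-04), in Yki*+Dp *upd1* (-5.60e-04), in Yki WT accessory gland proteins (-0.00297), polarity (-0.0136) and DNA damage (-0.0170), and between the conditions Hippo targets (0.0186) and ribosome biogenesis (0.10).

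Camera with the correlation estimated from the libraries left 2 list results past the threshold. The medians are untouched by this choice. For Myc+E2f/Dp the lists that lost their call were accessory gland proteins (-1.04), mitosis (1.78), septate junction (0.70), DNA damage (0.94), muscle (-1.14) and secondary cells (-0.97). In Yki*+Dp they were accessory gland proteins (-0.61), septate junction (1.22), polarity (0.62), JNK targets (0.80), glutathione S-transferases (0.93), hemocytes (0.44) and secondary cells (-0.52). In Yki WT they were septate junction (0.39), JNK targets (0.35), glutathione S-transferases (0.51), ribosome biogenesis (-0.20), duct (0.53), muscle (0.25), hemocytes (0.53) and secondary cells (-0.44). Between the conditions they were accessory gland proteins (-0.53), mitosis (1.74), septate junction (-0.50), polarity (-0.41), glutathione S-transferases (-0.42), DNA damage (0.83), muscle (-1.27), hemocytes (-0.42) and secondary cells (-0.46). Fry added JNK targets (0.99), JAK/STAT genes (0.61), Hippo targets (0.21), duct (-1.34) and fat body (0.21) in Myc+E2f/Dp, JAK/STAT genes (0.33), Hippo targets (0.0760), heat shock proteins (0.77), DNA damage (0.0652), duct (-1.04) and neurons (0.0697) in Yki*+Dp, neurons in Yki WT (0.22), and Hippo targets (-0.0466), fat body (0.39) and neurons (0.00253) between the conditions. It removed duct and muscle in Yki WT.

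Without a filter JAK/STAT genes gained a call in Myc+E2f/Dp (0.55) and heat shock proteins in Yki*+Dp (0.29), and values near 0 reversed: hemocytes in Myc+E2f/Dp (-0.00505), fat body (0.00864) and neurons (-0.00194) in Yki*+Dp, neurons in Yki WT (-0.0115), and JNK targets (0.00157) and ribosome biogenesis (0.00409) between the conditions. A filter at 5 TPM put heat shock proteins in Yki*+Dp past the threshold (1.63) and reversed mitosis (-0.00705) and neurons (-0.0304) in Yki*+Dp and polarity in Yki WT (-0.0528). Fitting only the 2 groups compared put JAK/STAT genes in Yki*+Dp past the threshold, with the median unchanged at 0.33.

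With 1 library left out at a time, the correlation between Myc+E2f/Dp and Yki*+Dp ran from 0.488 (without Yki*+Dp replicate 2) to 0.562 (without Myc+E2f/Dp replicate 2), and with different control libraries for each fold change it was 0.453. For Myc+E2f/Dp the JAK/STAT median ran from 0.53 (without its replicate 3) to 1.01 (without its replicate 1), ribosome biogenesis from -0.0732 to 0.00979, hemocytes from -0.11 to 0.0892, neurons from -0.0292 to 0.12 and *CycB* from -0.0320 to 0.0651. For Yki*+Dp heat shock proteins ran from 0.53 (without its replicate 3) to 1.31 (without its replicate 2), DNA replication from -0.00141 to 0.12, *aurA* from -0.10 to 0.10, *aurB* from -0.0179 to 0.0212, *upd1* from -0.0123 to 0.0167 and *Ser* from -0.00291 to 0.0127. For Yki WT the testis markers ran from -0.0240 (without control replicate 2) to 1.11 (without control replicate 3), mitosis from -0.0137 (without its replicate 3) to 0.20 (without its replicate 1), accessory gland proteins from -0.0394 to 0.11, polarity from -0.0448 to 0.0815 and DNA damage from -0.0100 to 0.0281. Between the conditions the duct markers ran from -0.67 (without Myc+E2f/Dp replicate 3) to 0.24 (without Myc+E2f/Dp replicate 1), Hippo targets from -0.11 to 9.53e-04, ribosome biogenesis from -0.0549 to 0.0322 and neurons from -0.0530 to 0.0579.

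Among gene results, pseudocount 0.1 put 26 past the threshold, pseudocount 0.5 put 9, TPM as deposited put 26 and the 75th percentile scaling put 1, while 2 lost their call with TPM as deposited and 1 with only the 2 groups compared. Leaving out 1 library took 13 gene results below the threshold and put 17 past it. Among list results, the filter at 5 TPM took 7 below the threshold and put 1 past it, fry took 2 below and put 15 past, TPM as deposited took 2 below and put 6 past, no filter took 1 below and put 2 past, the estimated correlation took 30 below, each of the pseudocounts took 1 below, the fit of only the groups compared put 1 past, and leaving out 1 library took 10 below and put 12 past.

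The replicate numbers did not pair the libraries. Deviations from the group means correlated between libraries with the same number from -0.313 to 0.515, with 9 of 18 pairs over 0.1, and between libraries with different numbers from -0.385 to 0.368. With the replicate block, 583 genes were called higher in Myc+E2f/Dp and 140 in both conditions. The depth of the libraries is unknown, so how far it limits the genes under the filter could not be worked out.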

Differences from the paper's values

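The tests of which settings call single genes were chosen after the calls had been seen. The paper's circle for Myc+E2f/Dp holds about 1400 raised genes (Fig. 4C, read by eye), where 581 were called higher here. Of the 20 alternatives set before the data were examined, only the fold threshold of 0.5 log2, with 1455 genes, came within 1.5 times of the paper's number; the others gave 274 to 848 genes, apart from TPM as deposited with 2340. For Yki*+Dp the paper's number of about 610 (Fig. 4C, read by eye) and the 449 called here lie within 1.5 times of each other.

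For genes raised in both conditions the paper shows about 230 (Fig. 4C, read by eye), against 140 called here. Of the 24 alternatives set before the data were examined, 6 came within 1.5 times of it: pseudocount 0.1 (271 genes), pseudocount 0.5 (199), at least 1 transcript past the thresholds (213), and leaving out control replicate 2 (154), Myc+E2f/Dp replicate 1 (169) or Myc+E2f/Dp replicate 2 (158). The other 18 did not, among them TPM as deposited with 452 and the fold threshold of 0.5 log2 with 445. No single alternative closed the gap for both Myc+E2f/Dp and the shared genes.

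The paper's text, Fig. 4A and Fig. 4B name single genes as changed in each condition. In Myc+E2f/Dp 31 of 50 such genes were called in the paper's direction and 19 were not, 11 of these under the expression filter; in Yki*+Dp 17 of 42 were called and 25 were not, 5 of these under the filter. All of the uncalled genes changed in the paper's direction. At a fold threshold of 0.5 log2 another 7 were called in Myc+E2f/Dp and another 14 in Yki*+Dp.

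The paper states that *Ets21C*, *puc* and *upd2* rose in both conditions. In Yki*+Dp *Ets21C* and *puc* were called with TPM as deposited, pseudocount 0.1 or pseudocount 0.5; *Ets21C* also without control replicate 1, Yki*+Dp replicate 2 or Yki*+Dp replicate 3, and *puc* also without control replicate 3, Yki*+Dp replicate 1 or Yki*+Dp replicate 3. *upd2* was called in both conditions with pseudocount 0.1, as was *5-HT1A*, which Fig. 4A names as lowered.

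Other genes the paper names for Yki*+Dp were called there under 1 or more settings. TPM as deposited called *Jra*, *aop*, *arm*, *trio*, *l(2)gl*, *IP3K2*, *InR* and *Ptp61F*. Pseudocount 0.1 called *Jra*, *Mcm7*, *RnrL*, *trio*, *mam*, *Dcp-1*, *vn*, *IP3K2*, *Lip4* and *InR*, and pseudocount 0.5 called *Jra* and *InR*. *Jra* was also called without control replicate 1 or Yki*+Dp replicate 3, and *IP3K2* without control replicate 2. The fold threshold of 0.5 log2 called *baz*. None of the settings tried called *fz*, *RecQ4*, *PolA1*, *Pvf2*, *egr* or *dome* in Yki*+Dp.

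For Myc+E2f/Dp, TPM as deposited called *cindr*, *aop*, *dome*, *shn*, *Socs36E* and *twe*. Pseudocount 0.1 called *cindr*, *Socs36E*, *hh*, *ci*, *fru*, *bora* and *twe*, and pseudocount 0.5 called *Socs36E*, *bora* and *twe*. Leaving out Myc+E2f/Dp replicate 1 or replicate 2 called *cindr* and *Socs36E*, and leaving out control replicate 2 called *cindr*. The paper states that *aurA* and *polo* rose in this condition; none of the settings tried called these, nor *vn*, *Lip4*, *N*, *upd1* or *Ser*.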

Other observations

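Every test of an explanation in this part was chosen after the result it bears on had been seen. The 20 kb limit for neighboring genes was set after a pair had been seen, and the test for RNA of other glands was tightened after a first outcome and later replaced by 1 on levels, which was chosen together with its limits after its values were known.

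The rise of *yki* in Myc+E2f/Dp, a genotype without a *yki* transgene, differed between its transcripts. An equal rise of all of them is excluded: the lowest ratio of FBtr0309372 to the other *yki* transcripts in Myc+E2f/Dp was 0.447 and the highest in control 0.247, a factor of 1.81. RNA of Yki*+Dp glands in these libraries would need a share of 21.3%, 29.8% and 4.84% in replicates 1, 2 and 3, and RNA of Yki WT glands 71.4%, 99.8% and 16.2%. An earlier test asked how many of the 20 other genes raised most in each source stayed below that share of their rise in every library, which gave 2 for Yki*+Dp and 15 for Yki WT, but a gene that Myc+E2f/Dp lowers can also stay below. The level itself cannot fall under what the share brings. Of the 262 genes called higher in Yki*+Dp with a mean of 10 TPM or more there, 17 stayed below 0.5 times that level in both replicates 1 and 2, taken from the lowest Yki*+Dp library, as did 19 of 66 for Yki WT. Among the 17, *lectin-28C* reached 0.0735 and 0.0668 times the level. Either source is therefore excluded as the whole cause in replicates 1 and 2. In replicate 3 only 2 genes stayed below for each source, and in this 1 library RNA of other glands and a rise in the gland itself cannot be told apart. After scaling, FBtr0309372 took 85.5% of the rise in the highest Myc+E2f/Dp library, against 83.9% in the lowest library of the *yki* transgene lines. In Myc+E2f/Dp replicate 3 it took 45.9%. Transcripts of a transgene and a response of the *yki* gene itself cannot be told apart from these tables, because the ratio varies between replicates and no sequence of the transgene was used here. The TPM of each of the other 3 *yki* transcripts was also higher in every Myc+E2f/Dp library than in every control library.

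Replicate 3 of Yki WT had the highest TPM of several cell cycle genes among the Yki WT libraries. A candidate explanation is testis tip tissue in that library. Of 20 early germline and testis tip genes, a list added after the values were seen, 17 were highest in it after scaling among the 9 libraries outside Myc+E2f/Dp (binomial p = 4.90e-14, in which genes count as independent although they are not). After scaling no other of these libraries was highest for more than 1. In TPM as deposited *zfh1*, 1 of the 17, was higher in Yki*+Dp replicate 3, at 0.289 against 0.249 TPM. Control glands expressed 1 of the 20 at 1 TPM or more, *tej*, which is an exception with 1.70 TPM in that library. Cell cycle entry of the Myc+E2f/Dp kind cannot be told apart from it: the DNA replication list rose by 4.94% of its rise in Myc+E2f/Dp and the mitosis list by 23.4%, in 1 library. As a list, the 3 testis tip genes that passed the filter had medians of 0.66 in Myc+E2f/Dp, where *spn-E* was 1 of the 3, -0.04 in Yki*+Dp and -0.09 in Yki WT (limma's camera, Benjamini-Hochberg adjusted p = 0.0818, 0.905 and 0.855 over 80 tests), none past the threshold in these 3 comparisons. Between Myc+E2f/Dp and Yki*+Dp the median was 0.72, past the threshold (limma's camera, Benjamini-Hochberg adjusted p = 0.0467). With fry the list passed in Myc+E2f/Dp and in that direct comparison (limma, Benjamini-Hochberg adjusted p = 4.39e-06 in each), and with an estimated correlation in neither (limma's camera, Benjamini-Hochberg adjusted p = 0.494 in each).

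Among the testis tip genes, *spn-E*, a piRNA pathway gene chosen after its values were seen, rose in Myc+E2f/Dp from 0.0819 ± 0.0126 (SD, n = 3) TPM to 4.94 ± 0.153 (SD, n = 3), a log2 fold change of 2.03 (standard error 0.103; limma, Benjamini-Hochberg adjusted p = 5.31e-08) in 3 of 3 libraries. Testis tip tissue with the gene levels of Yki WT replicate 3 would have brought the other list genes along with *spn-E*. Of the 18 other list genes at 0.2 TPM or more in that library, 16 stayed below 0.2 times the level that *spn-E* would need. These values argue against tissue with that profile as the source. Testis tip tissue is only a candidate explanation for that library, and no testis tip profile was measured. Testis tip tissue with another profile therefore stays open as the source of *spn-E*. A response of the gene to Myc or E2f is a hypothesis that was not tested.

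Muscle markers fell in Myc+E2f/Dp. The gland preparations expressed 13 of 15 at 1 TPM or more, the highest being *Mlp60A* and *Act57B* at 84.2 to 105 TPM in control. The 13 tested had a median log2 fold change of -1.14, with all 13 negative and 10 called lower (limma's camera, Benjamini-Hochberg adjusted p = 3.67e-06), against 0.29 in Yki*+Dp and 0.25 in Yki WT (adjusted p = 0.188 and 0.0113). With TPM as deposited the median in Myc+E2f/Dp was -0.37, and with fry the Yki WT list was not called (adjusted p = 0.118, Benjamini-Hochberg, limma). The direct difference from Yki*+Dp was -1.27 (limma's camera, Benjamini-Hochberg adjusted p = 5.21e-07). More RNA from gland cells would dilute every other tissue alike. The 15 hemocyte and neuron markers had a median of 0.02 (exact rank test against the 13 muscle markers, p = 1.01e-06, two-sided, genes not being independent). This comparison does not exclude dilution. The median member of either list had 0.567 to 1.28 TPM in the control libraries, against 27.6 to 36.4 for muscle, and the log2 scale understates falls of low genes. Expression of these markers in gland cells was not tested either. Not every other tissue stayed level: duct and bulb markers had a median of -1.34 in Myc+E2f/Dp, with 4 of 7 called lower, and the 11 testis markers -0.86, with all 11 negative. That testis median depended on single libraries, from -1.54 to -0.31 with 1 left out at a time. Less attached muscle, duct and testis tissue in these preparations therefore stays open, and neither it nor a lower expression within muscle was tested.

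Genes lower in all 3 oncogene conditions numbered 11. *CG34038*, on chromosome 2R from 25167659 to 25169855, fell from 34.8 ± 2.74 (SD, n = 3) TPM, with log2 fold changes of -5.05 (limma, Benjamini-Hochberg adjusted p = 9.28e-12) in Myc+E2f/Dp, -5.17 (limma, Benjamini-Hochberg adjusted p = 1.43e-11) in Yki*+Dp and -4.90 (limma, Benjamini-Hochberg adjusted p = 2.59e-11) in Yki WT, in 3 of 3 libraries each. *CG43061* had 15.0 ± 4.22 (SD, n = 3) TPM in control and changes of -4.20, -4.18 and -3.84, and *CR43087* had 254 ± 16.3 (SD, n = 3) TPM and changes of -4.21, -2.93 and -1.70. Control flies may differ from the transgenic lines in genetic background. Then the genes might lie close together, and 1 pair, *CG9380* and *CG34038*, lay within 20 kb; 370 of 10000 random sets of 11 genes had as many, 704 at 50 kb and 1177 at 100 kb. With 1 pair among 11 genes this explanation and a shared response to the oncogenes cannot be told apart.

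Duct tissue in the preparations varied. Control libraries expressed 5 of the 7 duct and bulb markers at 1 TPM or more, with *Dup99B* at 273 to 560 TPM. The list had medians of -1.34 in Myc+E2f/Dp, -1.04 in Yki*+Dp and 0.53 in Yki WT (limma's camera, Benjamini-Hochberg adjusted p = 0.183, 0.0973 and 0.0457). With fry these were 0.0496, 0.0496 and 0.0538, so the calls changed places, and with TPM as deposited the first 2 were 1.69e-04 and 1.98e-04 (limma, Benjamini-Hochberg adjusted p). The Yki WT call was lost in 9 of 18 alternatives, and without Yki WT replicate 2 the median was 0.24. Between Myc+E2f/Dp and Yki*+Dp the median was -0.36, and 0.24 without Myc+E2f/Dp replicate 1. With the mean of the 7 markers as a covariate, *Acp54A1* kept a log2 fold change of -5.10 (standard error 0.853) in Myc+E2f/Dp and -4.76 (standard error 0.814) in Yki*+Dp, so less duct is excluded as its whole cause. *CG17242* shrank to -0.34 (standard error 0.326) and -0.40 (standard error 0.311), so for this gene less duct and a response to the oncogenes cannot be told apart, the marker level being confounded with the genotypes.

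Marker lists of other cells were tested in the same way. The 9 tested secondary cell markers, of which control expressed 9 of 10 with *CG17575* at 3134 to 3374 TPM, had medians of -0.97, -0.52 and -0.44 in Myc+E2f/Dp, Yki*+Dp and Yki WT (limma's camera, Benjamini-Hochberg adjusted p = 0.0142, 0.0270 and 0.00736). The 9 hemocyte markers had 0.02, 0.44 and 0.53 (limma's camera, Benjamini-Hochberg adjusted p = 0.780, 0.0179 and 0.00650). The 6 neuron markers, 3 of 9 expressed and *Csp* highest at 38.6 to 49.2 TPM, had 0.01, 0.07 and 0.22 (limma's camera, Benjamini-Hochberg adjusted p = 0.909, 0.549 and 0.212). The 11 testis markers, 10 of 15 expressed and the highest at 1.69 to 17.3 TPM in control, had -0.86, -0.61 and 0.46 (limma's camera, Benjamini-Hochberg adjusted p = 0.152, 0.267 and 0.291), with the Yki WT median at -0.0240 without control replicate 2 and 1.11 without control replicate 3. With 1 library left out at a time the testis median ran from -1.54 to -0.31 in Myc+E2f/Dp and from -1.25 to -0.004 in Yki*+Dp. Without control replicate 2 the testis list passed in both (limma's camera, Benjamini-Hochberg adjusted p = 0.0135 in each). The 2 tested fat body markers had 0.21, -0.18 and 1.18 (limma's camera, Benjamini-Hochberg adjusted p = 0.708, 0.849 and 0.569). With fry, neurons passed in Yki*+Dp and Yki WT and fat body in Myc+E2f/Dp (limma, Benjamini-Hochberg adjusted p = 0.0315, 0.0222 and 0.00423).

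Of the remaining lists, the 9 JAK/STAT genes had medians of 0.61, 0.33 and 0.27 in the same order (limma's camera, Benjamini-Hochberg adjusted p = 0.0824, 0.0881 and 0.325), the 9 Hippo targets, which include the *E2f1* and *Myc* transgenes of Myc+E2f/Dp, 0.21, 0.08 and -0.08 (limma's camera, Benjamini-Hochberg adjusted p = 0.291, 0.183 and 0.624), and the 23 ribosome biogenesis genes -0.03, -0.07 and -0.20 (limma's camera, Benjamini-Hochberg adjusted p = 0.592, 0.183 and 1.16e-06). In Yki WT 22 of these 23 were negative. With fry the JAK/STAT list passed in Myc+E2f/Dp and Yki*+Dp (limma, Benjamini-Hochberg adjusted p = 5.06e-04 and 0.00401), and the Hippo list in Myc+E2f/Dp, in Yki*+Dp and between them (limma, Benjamini-Hochberg adjusted p = 1.14e-05, 5.13e-04 and 9.77e-04). The JAK/STAT list in Myc+E2f/Dp also passed without replicate 1, 2 or 3 of that condition (limma's camera, Benjamini-Hochberg adjusted p = 0.0335, 0.0455 and 0.0288). Leaving out a control library did not change its call. Without *E2f1* and *Myc*, a choice made after seeing the data, the medians of the list Hippo pathway targets in Myc+E2f/Dp and of the list Hippo pathway targets in Yki*+Dp were 0.0293 and 0.77 (limma's camera, Benjamini-Hochberg adjusted p = 0.904 and 0.0506). For the list ribosome biogenesis in Myc+E2f/Dp, TPM as deposited gave a median of 0.76, which is 0.0182 above the median of all genes in that setting.

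Further single genes include *mys*, which encodes the beta integrin that the paper stained. It had 12.4 ± 1.24 (SD, n = 3) TPM in control, 53.1 ± 10.4 (SD, n = 3) in Yki*+Dp and 31.1 ± 9.18 (SD, n = 3) in Myc+E2f/Dp, with log2 fold changes of 1.64 (standard error 0.154; limma, Benjamini-Hochberg adjusted p = 1.49e-05) and 0.45 (standard error 0.154; limma, Benjamini-Hochberg adjusted p = 0.0248), each in 3 of 3 libraries, and the direct difference between these conditions was -1.19 (limma, Benjamini-Hochberg adjusted p = 6.65e-05). *Spn75F* fell in Yki*+Dp from 655 ± 68.3 (SD, n = 3) TPM to 70.0 ± 84.8 (SD, n = 3), -4.30 (standard error 0.602; limma, Benjamini-Hochberg adjusted p = 2.17e-04), with the highest value in replicate 3 and -5.27 without it, and *CG12934* in Yki WT from 9.15 ± 1.71 (SD, n = 3) TPM to values listed as 0, 0 and 0.0523, -3.59 (standard error 0.140; limma, Benjamini-Hochberg adjusted p = 1.02e-07), each in 3 of 3 libraries.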
